# The NMDA Receptor Promotes Sleep in the Fruit Fly, *Drosophila melanogaster*

**DOI:** 10.1371/journal.pone.0128101

**Published:** 2015-05-29

**Authors:** Jun Tomita, Taro Ueno, Madoka Mitsuyoshi, Shoen Kume, Kazuhiko Kume

## Abstract

Considerable evidence indicates that sleep is essential for learning and memory. *Drosophila melanogaster* has emerged as a novel model for studying sleep. We previously found a short sleeper mutant, *fumin* (*fmn*), and identified its mutation in the dopamine transporter gene. We reported similarities in the molecular basis of sleep and arousal regulation between mammals and *Drosophila*. In aversive olfactory learning tasks, *fmn* mutants demonstrate defective memory retention, which suggests an association between sleep and memory. In an attempt to discover additional sleep related genes in *Drosophila*, we carried out a microarray analysis comparing mRNA expression in heads of *fmn* and control flies and found that 563 genes are differentially expressed. Next, using the pan-neuronal *Gal4* driver *elav*-*Gal4 and UAS*-RNA interference (RNAi) to knockdown individual genes, we performed a functional screen. We found that knockdown of the NMDA type glutamate receptor channel gene (*Nmdar1*) (also known as *dNR1*) reduced sleep. The NMDA receptor (NMDAR) plays an important role in learning and memory both in *Drosophila* and mammals. The application of the NMDAR antagonist, MK-801, reduced sleep in control flies, but not in *fmn*. These results suggest that NMDAR promotes sleep regulation in *Drosophila*.

## Introduction

Sleep is a physiological state with unique characteristics. Behaviorally, sleep constitutes a consolidated period of rest and immobility without bulky movements, accompanied by an apparent reduced responsiveness to outside stimuli. The amount of sleep is regulated by both circadian and homeostatic processes [1]. Scientifically, sleep has been defined by electroencephalogram criteria in humans [2] and thus is mainly described in mammalian and avian species. In insects, sleep-like resting states were described first in the cockroach [3] and in the fruit fly, *Drosophila melanogaster* [4, 5]. We discovered a mutant with a reduced amount of these sleep-like states, and named it *fumin*, meaning 'insomnia' in Japanese and identified the mutation in the dopamine transporter gene [6]. This was a striking finding, since dopamine is also used to maintain wakefulness in the mammalian brain. Thus, it demonstrated the similarity between the molecular mechanism for regulating sleep-like states in *Drosophila* to that of the mammalian system [6]. Since then, cumulative evidence has continued to reveal similarities with mammalian sleep, so the sleep-like state of *Drosophila* is now simply called “*Drosophila* sleep”.

In addition to similar behavioral characteristics and molecular mechanisms, mammalian sleep and *Drosophila* sleep share common physiological traits. Many short sleeping mutants have a reduced life span [7–10], but despite their short sleeper phenotype, *fmn* have an equivalent life span to control flies [6]. In addition, together with other short sleep mutants, *fmn* have a memory retention defect and deprivation of sleep impairs their memory [11]. These findings indicate that sleep plays an important role in lifespan and memory in *Drosophila* and may provide an insight into why sleep evolves in a broad range of species.

In order to further elucidate the molecular mechanisms regulating sleep in *Drosophila*, we attempted to isolate more sleep related genes using the *fmn* mutant. In this report, we describe a gene expression analysis of *fmn*, followed by the successful isolation of the *N*-methyl-d-aspartic acid type glutamate receptor channel (NMDAR) gene, *Nmdar1*, as a novel sleep related gene and its function in promoting sleep.

## Materials and Methods

### Fly strains and culture conditions

Flies were reared at 25°C in 50–60% relative humidity on standard fly food consisting of corn meal, yeast, glucose, wheat germ and agar. They were kept under 12 h light (zeitgeber time, ZT 0–12) followed by 12 h dark (ZT 12–24) cycles defined as the LD conditions. The transgenic RNA interference (RNAi) lines for *Nmdar1* (VDRC 37333 and 104773), *UAS*-*Dicer*-*2* flies (60008) and the *w* ^*1118*^ (60000) which is the genetic background of the RNAi line were obtained from the Vienna *Drosophila* RNAi Center (VDRC) [12]. MB247 was provided by Dr. Hiromu Tanimoto. 11Y, 30Y, 201Y, 7Y, 104Y, 121Y, c232 and c767 were a gift from Dr. J. Douglas Armstrong. c747 and c772 were provided by Dr. Toshiro Aigaki. *TH*-*Gal4* was a gift from Dr. Jay Hirsh. *GAD*-*Gal4* was provided by Dr. Takaomi Sakai. OK371-*Gal4* was a gift from Dr. Hermann Aberle. *dilp2*-*Gal4* was a gift from Dr. Linda Partridge. *npf*-*Gal4* was a gift from Dr. Ping Shen. OK307-*Gal4* and c17 were a gift from Dr. Tanja Godenschwege. *tsh*-*Gal4* was provided by Dr. Julie H. Simpson. The following stocks were ordered from the Bloomington Stock Center, Indiana University: *elav*-*Gal4* (Stock number: 458), c309 (6906), c739 (7362), *Ddc*-*Gal4* (7009), *Tdc2*-*Gal4* (9313), *Cha*-*Gal4* (6793), *dimm*-*Gal4* (25373), *per*-*Gal4* (7127), *tim*-*Gal4* (7126), *repo*-*Gal4* (7415) and D42 (8816). NP3529, NP6510, NP10, NP1004 and NP5103 were obtained from the *Drosophila* Genetics Resource Center, Kyoto Institute of Technology, Japan. The dopamine transporter mutant *fumin* (*fmn*) flies were isolated in our laboratory in a stock of *y w* flies, and backcrossed over five generations to the control strain (*w* ^*1118*^) [6]. The backcrossed *w*; *fmn* line and the original *y w*; *fmn* line showed similar short sleeping phenotypes. Knockdown and control flies were obtained by crossing the pan-neuronal *Gal4* driver *elav*-*Gal4* with the *UAS*-*Dicer*-*2* on the second chromosome to each of the RNAi lines and *w* ^*1118*^, respectively. The 2- to 4-d-old post-eclosion male flies were used in this study.

### Microarray analysis

Control (*w* ^*1118*^) and *fmn* flies subjected to four LD cycles were harvested every 4 h at seven time points under the following LD conditions (ZT 0, 4, 8, 12, 16, 20 and 24) and immediately frozen in liquid nitrogen. Frozen flies were vigorously shaken and sieved to collect the heads which had separated from the bodies. Total RNA was extracted from approximately 400 male and female fly heads homogenized in TRIzol reagent (Invitrogen) and its quality was assessed with an RNA 600 Nano Assay Kit using the Agilent 2100 Bioanalyzer (Agilent Technologies). Double-stranded cDNA was synthesized from 5 μg of total RNA using a One-Cycle cDNA Synthesis Kit (Affymetrix) and served as a template to synthesize biotin-labeled cRNA using a GeneChip IVT Labeling Kit (Affymetrix). Biotin-labeled cRNA was fragmented and hybridized to an Affymetrix GeneChip *Drosophila* Genome 2.0 Array, which represents the entire *Drosophila* genome with over 18,500 transcripts, as recommended by the manufacturer. Hybridized arrays were washed and stained using a GeneChip Hybridization, Wash and Stain Kit (Affymetrix) on a Fluidics Station 400, and scanned on an Affymetrix GeneChip Scanner 3000. Expression measures for each probe set were calculated using the MAS5 algorithm. To find differentially expressed genes in control and *fmn* fly heads, data were normalized, prefiltered and analyzed by the Subio Platform (http://www.subio.jp/). Probe sets that were not called Present by the MAS5 and whose raw signal intensity were less than 100 in at least 7 of 14 samples were excluded from analysis. We identified the 8,740 probe sets above the threshold. Subsequently, a *t*-test was performed on the prefiltered list. The Benjamini-Hochberg false discovery rate (FDR) was set to 5%. At a cutoff of at least 1.25 × up or down, 563 genes were determined to be differentially expressed between control and *fmn* flies. Functional Annotation Chart tool in the Database for Annotation, Visualization and Integrated Discovery (DAVID) 6.7 was used to find enriched gene ontology (GO) terms in the biological process category. Count threshold, minimum number of differentially expressed genes involved in individual term was set to 10. The *p*-value was set to < 0.05.

### mRNA analysis by quantitative RT-PCR

The efficiency and specificity of *Nmdar1* RNAi were examined by quantitative RT-PCR (qPCR). For biological replicates, the knocked down and control male flies were collected from each of three culture vials at ZT 6. Total RNA was prepared from 35–40 heads by using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. cDNA synthesized from the total RNA using oligo (dT)_20_ primer and ReverTra Ace reverse transcriptase (Toyobo) was used for qPCR using THUNDERBIRD SYBR qPCR Mix (Toyobo). *GAPDH2* expression levels were quantified and used as an internal control. The primers were 5ʹ-AGGAAGGAAA AGCGGAAAAG-3ʹ and 5ʹ-GGGGAGGATA AACGAGGTGT-3ʹ for *Nmdar1*, 5ʹ-TCGGTTCGGT TTGGATGAG-3ʹ and 5ʹ-TTGTCCTTTC CGCCTGTATG T-3ʹ for *GluRIB*, 5ʹ-CCCCCAAAAT GGAAGCTAAT-3ʹ and 5ʹ-TGGCAACTGC TTCGTGTCTA-3ʹ for *CanA*-*14F*, 5ʹ-TGCTGTCGAG CGAGTAGAGA-3ʹ and 5ʹ-ATGCTGGCCT TTGGTTACTT-3ʹ for *CanB*, 5ʹ-GAAGAAGCGC ACCAAGCACT-3ʹ and 5ʹ-TTGAATCCGGTGGGCAGCAT-3ʹ for *RpL32* (*rp49*) and 5ʹ-TGGTACGACA ACGAGTTTGG-3ʹ and 5ʹ-TTTCAGGCCG TTTCTGAAGT-3ʹ for *GAPDH2*. First, each mRNA expression level was normalized to *GAPDH2*. Then, the normalized values were normalized to the average of three independent control samples, which was set at 100%.

### Locomotor activity and sleep analysis

Flies were individually housed in glass tubes (length, 65 mm; inside diameter, 3 mm) containing either standard fly food or sucrose-agar (1% agar supplemented with 5% sucrose) at one end and were entrained for at least 3 d under LD cycle conditions before being transferred to constant dark (DD) conditions. Locomotor activity was monitored by recording the number of infrared beam crossings for individual flies in 1 min bins using the *Drosophila* activity monitoring (DAM) system (Trikinetics). Data were continuously collected for 3 d under either LD or DD conditions. Under LD, ZT was used and under DD, circadian time (CT, with CT 0 as 12 h after lights-off of the last LD conditions) was used to indicate daily time, respectively. Based on previous reports [4–6, 13], sleep was defined as periods of inactivity lasting 5 min or longer. Total activity, total sleep, sleep bout length and sleep bout number in LD and DD conditions were analyzed by a Microsoft Excel-based software as previously described [6] and averaged over 3 d for each condition. This software was used to scan activity data over 3 d in 1 min bins, i.e., a total of 4,320 bins. Five or more continuous bins with the value of zero (lack of activity) are regarded as one sleep bout and the bins composing sleep bouts were assigned to sleep. To quantify sleep, the number of bins assigned to sleep were counted and expressed as a percentage of the total bins. The number and the length of each sleep bout were also recorded and the mean bout length of sleep was calculated. For the pharmacological experiments, sucrose-agar food was used as a control. (+)-MK-801 hydrogen maleate (MK-801) and 3-iodo-L-tyrosine (3IY) were purchased from Sigma-Aldrich. MK-801 or/and 3IY was directly mixed with sucrose-agar food at a concentration of 0.1 mg/ml and 3 mM, respectively.

### Statistical analysis

Data were analyzed as described in the figure legends using Microsoft Excel and the freely available statistical software package R 3.0.0. (http://www.r-project.org/).

## Results

### Microarray analysis

We took RNA samples from the heads of both the control and *fmn* mutant flies which had been backcrossed for 5 generations to the control background flies [6]. 

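RNA from the heads of control (w1118) and fmn flies was measured on 14 Affymetrix Drosophila Genome 2.0 arrays, 7 per genotype and 1 for each time point, so no time point was repeated within a genotype apart from ZT 0 and ZT 24, which fall at the same phase of the light cycle. Each RNA came from a pool of male and female heads that had been shaken off frozen flies and sieved. The deposited values are MAS5 signals on a linear scale for 18769 probe sets, besides 183 control probe sets that were left out. The 75th percentile of the signals lay between 566 and 575 (median 571) on the control arrays and between 563 and 584 (median 576) on the fmn arrays, and 8646 to 8843 probe sets of the control arrays and 8601 to 8896 of the fmn arrays had a signal of at least 100. Signals were converted to log2 and each array was centred on its 75th percentile. Probe sets with a signal under 100 in at least 7 of the 14 arrays were left out, and 8641 were tested. The MAS5 Present calls that the paper also used in its filter were not analysed here. DAT and scb had signals under 100 on all 7 fmn arrays and were left out by this filter, so their changes come from a fit over all 18769 probe sets. Changes are log2 differences of fmn minus control. A probe set was counted as changed at a Benjamini-Hochberg adjusted p under 0.05 from the moderated test of limma and a difference of at least 1.25-fold. Errors given with ± after a signal are the SD over the 7 arrays of a genotype and include changes over the day. The number of arrays limits the precision. The control array of ZT 0 and the fmn arrays of ZT 4 and ZT 8 held transcripts of the testis, ovary or gut, and the fmn array of ZT 12 lay near or beyond the control mean at 188 of the 629 probe sets that changed, less than 0.25 of the way from that mean to the mean of the other fmn arrays.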

Under LD conditions, 7 RNA sample sets were collected every 4 hours around the clock (ZT 0, 4, 8, 12, 16, 20 and 24). The samples at ZT 0 and ZT 24 were overlapped and used as a measure for the experimental variations. 

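Most head transcripts had similar signals at ZT 0 and ZT 24. Of the 8641 probe sets, 913 (10.6%) differed by at least 1.25-fold between these arrays in control and 815 (9.43%) in fmn, and 30 and 15 of them differed by at least 2-fold. Lsp2, a larval serum protein of the fat body, was higher at ZT 24 by 1.86 on the log2 scale in control and by 1.65 in fmn. The antimicrobial peptide gene DptB was higher at ZT 24 by 2.04 in control and by 1.05 in fmn, and the antimicrobial peptide gene Def was higher by 0.54 in control and by 1.76 in fmn. The flight muscle actin Act88F differed by -1.86 in control and 0.01 in fmn, and the digestive enzyme Mal-A1 by -1.82 and 0.14. CG16826 and whe fell from 1734 and 2639 at ZT 0 in control to signals under the floor of 100 at ZT 24, at least 17.3-fold and 26.4-fold lower, and in fmn both were under that floor at both times. The log2 difference of ZT 24 minus ZT 0 had an SD over probe sets of 0.258 in control and 0.202 in fmn. For comparison, the 2 genotypes differed by at least 1.25-fold at 14.6% to 19.7% of the probe sets at a single time point. Each genotype has 1 array at each of these times, so no test was made. On the control array of ZT 0, genes of testis and male accessory gland had a median log2 signal 2.03 above that of the other control arrays, and genes of gut enzymes one 0.79 above it.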

The RNAs were analyzed as described in Materials and Methods and the results were uploaded to the Gene Expression Omnibus (GEO) as GSE56149. 

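In the heads of both genotypes, per and tim, which encode the repressors of the circadian clock, were high in the early night, and Clk, which encodes their transcriptional activator, was high around dawn. The signal of per peaked at ZT 13.1 (standard error 0.311 h, n = 7 arrays) in control with an amplitude of 1.59 on the log2 scale (standard error 0.12), and at ZT 13.2 (standard error 0.306 h, n = 7) in fmn with an amplitude of 1.62 (standard error 0.12). The brighter probe set of tim peaked at ZT 14.4 in control and ZT 14.6 in fmn, with amplitudes of 1.38 and 1.39 (standard error 0.18 for each). Clk peaked at ZT 1.64 in control and ZT 0.985 in fmn, with amplitudes of 0.81 and 0.88 (standard error 0.15 for each). For cyc, the partner of Clk, the signal was 788 ± 38.9 in control and 742 ± 63.9 in fmn, with amplitudes of 0.08 in both genotypes. In limma's F test of a 24 h cosine and sine, the adjusted p in control and fmn was 6.92e-05 and 6.72e-05 for per, 0.00284 and 0.00373 for tim, 0.0218 and 0.0138 for Clk, and 0.677 and 0.616 for cyc. The test of the difference in rhythm between the genotypes gave an adjusted p of 0.998 in limma for each of the 4 genes. Their means over the day, with 7 arrays per genotype, differed by less than 1.25-fold, with log2 differences of -0.20 for per, -0.10 for tim, 0.25 for Clk and -0.10 for cyc. They did not reach an adjusted p under 0.05 in limma, in a fit that leaves the daily cycle in the error. In a fit that pairs the arrays of a time point as a block, the same differences of per, lower in fmn at 6 of the 7 time points, and of Clk, higher at all 7, had an adjusted p of 0.0232 each in limma. For tim and cyc the adjusted p of limma was 0.256 and 0.164 in that fit.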

As shown in Fig 1, circadian clock genes (*per*, *tim*, *Clk*) cycled similarly in both flies and there was no apparent difference between them. The expression level of three dopamine receptor genes (*DopR*, *DopR2*, *D2R*) did not differ in *fmn*. 

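The transcripts of the dopamine receptors that were measured did not pass the test. Dop1R1 (DopR), a D1-like receptor, had a signal of 188 ± 10.3 in control and 212 ± 28.5 in fmn (n = 7 arrays each), a log2 difference of 0.15 with a standard error of 0.07 (adjusted p = 0.160, limma), and was higher in fmn at 5 of the 7 time points. Dop2R (D2R) had a signal of 415 ± 31.9 in control and 451 ± 27.3 in fmn, a log2 difference of 0.11 with a standard error of 0.06 (adjusted p = 0.187, limma), and was higher in fmn at 6 of the 7 time points. DopEcR, a receptor of dopamine and ecdysone, differed by -0.11 (adjusted p = 0.469, limma). Of the list of these 3 genes, 0 were higher and 0 were lower, also when adjusted over the list alone, and as a group they did not pass the test (adjusted p = 0.472 from camera of limma). DopR2 had no probe set named in the annotation used and was not analysed here.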

*Tyrosine hydroxylase* and other dopamine related genes including, *Dopamine N acetyltransferase* (*Dat*), L-3,4-dihydroxyphenylalanine (*DOPA*) *decarboxylase* (*Ddc*) and *β*-*alanyl*-*dopamine synthase* (*ebony*) also did not show any difference, suggesting that no compensatory changes in the expression level occurred in *fmn* (data not shown).

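Tyrosine hydroxylase (ple), which makes DOPA from tyrosine, had a signal of 136 ± 22.7 in control and 125 ± 19.1 in fmn heads (n = 7 arrays each), a log2 difference of -0.13 with a standard error of 0.11. The acetyltransferase Dat (speck) differed by -0.06 (standard error 0.07), and Ddc, which makes dopamine from DOPA, by -0.11 (standard error 0.05). Ebony (e), which joins dopamine to β-alanine, had a signal of 341 ± 104 in control and 258 ± 78.1 in fmn, a log2 difference of -0.42 with a standard error of 0.21, and was lower in fmn at all 7 time points. The adjusted p in limma was 0.448 for ple, 0.597 for speck, 0.133 for Ddc and 0.195 for e. The level of e also changed over the day in both genotypes, with log2 amplitudes of 0.54 in control and 0.57 in fmn and peaks at ZT 23.4 and ZT 23.1. In a fit that pairs the arrays of a time point as a block, the same difference of e passed the test (adjusted p = 0.000177, limma). Of 8 genes of dopamine synthesis, transport and breakdown that were tested, 0 were higher and 0 lower, also when adjusted over the list alone (adjusted p = 0.892 for the group, camera of limma). DAT, also on this list, is not among the 8. The filter left it out, and it changed by -6.34 in the fit over all probe sets. In simulated data with this number of arrays and no daily cycle, 49 of 67 changes of 1.25-fold and 60 of 67 changes of 1.5-fold reached an adjusted p under 0.05 in limma. The real comparison leaves the daily cycle in the error, so these shares are too high for a gene that cycles, such as e.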

**Fig 1:**
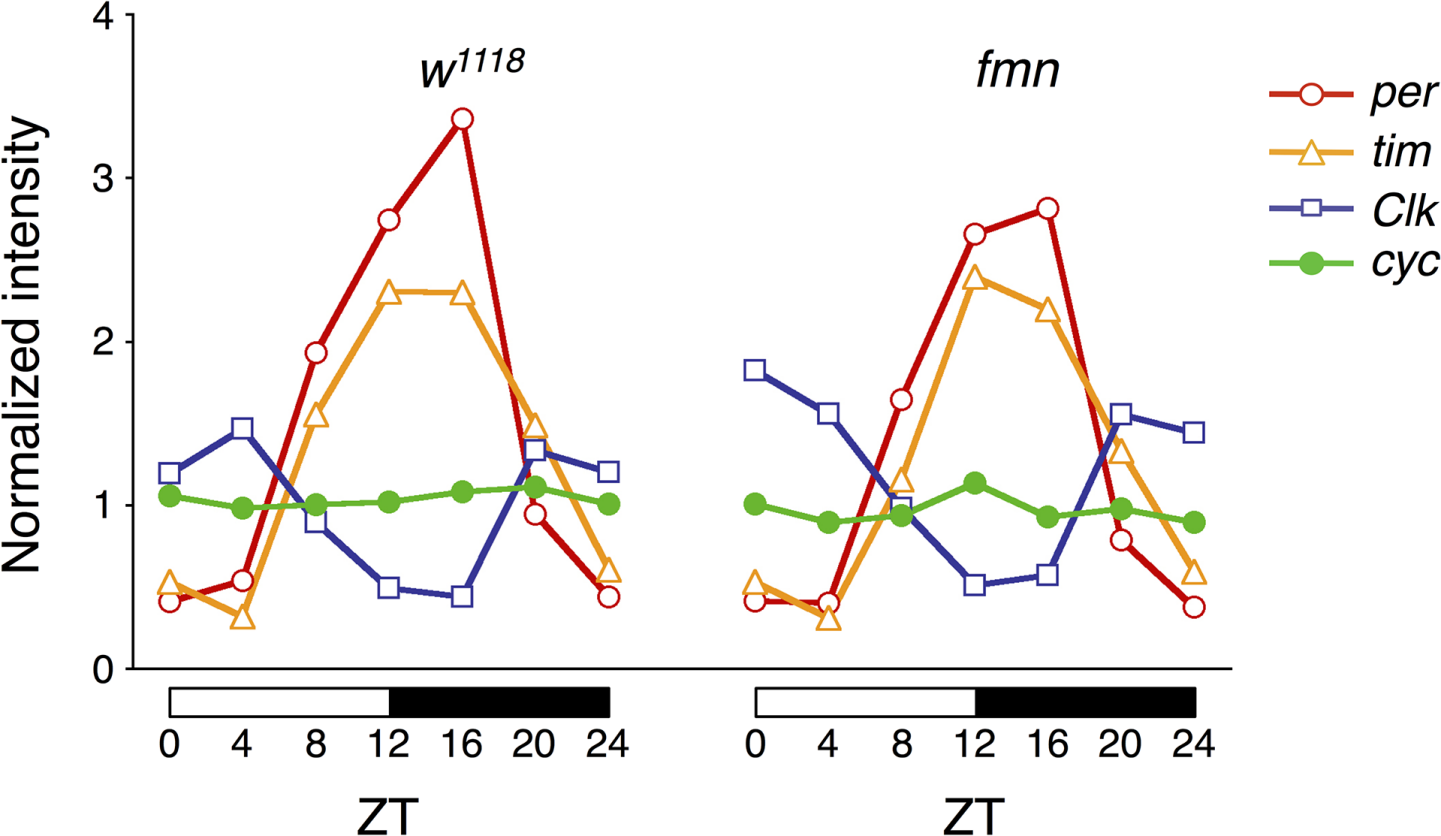
Clock gene cycling is not altered in *fmn*. Temporal expression patterns of circadian clock genes (*per*, *tim*, *Clk* and *cyc*) in the heads of control (*w* ^*1118*^) and *fmn* flies under LD conditions. Data were normalized to the average signal intensity from each time point, which were set to 1.

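Apart from the clock genes of this figure, other rhythmic genes also peaked at similar times in the heads of both genotypes. The transcription factor gene vri peaked at ZT 12.7 in control and ZT 12.9 in fmn with log2 amplitudes of 1.60 and 1.58, and the odorant-binding protein gene Obp69a peaked at ZT 1.75 and ZT 1.98 with amplitudes of 0.85 and 0.84. The glycosyltransferase gene Ugt35B1 peaked at ZT 1.66 and ZT 1.64 with amplitudes of 1.24 and 1.06, and the ubiquitin protease gene Usp8 at ZT 11.8 in both with amplitudes of 1.70 and 1.73. CG34134 had the largest of these amplitudes, 2.57 in control and 2.58 in fmn, with peaks at ZT 22.2 and ZT 21.8. Over all probe sets tested, 444 were rhythmic in control and 370 in fmn in limma's F test, and 245 were rhythmic in both. Of these 245, 230 (93.9%) had peaks less than 2 h apart, and the median ratio of the fmn amplitude to the control amplitude was 0.984. Since the 245 were chosen for a rhythm in both genotypes, any rhythm lost or gained in fmn is left out. This choice draws the ratio towards 1. No probe set passed limma's test of a difference in rhythm, with 357 at an unadjusted p under 0.05 and a smallest adjusted p of 0.998. Without the arrays of ZT 24 the counts of rhythmic probe sets fell to 256 in control and 219 in fmn, and without the 3 arrays with transcripts of other organs to 192 and 186.

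**Figure D1:**
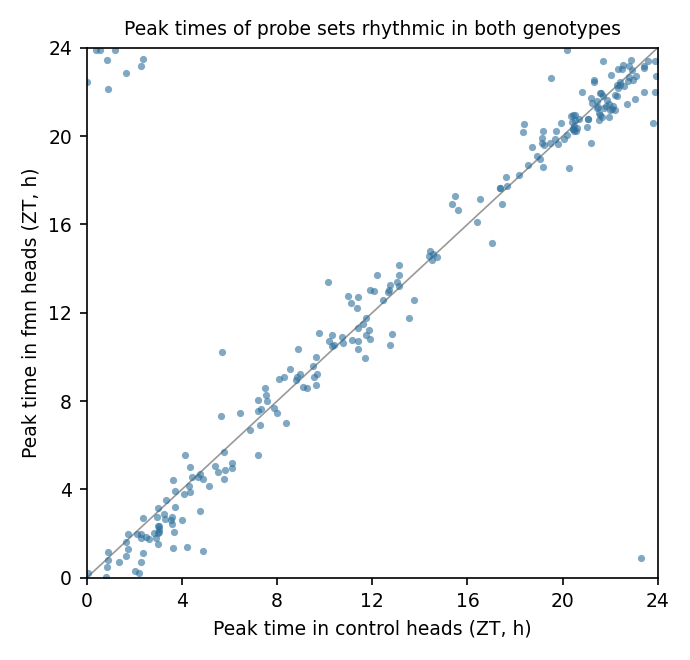
Peak times (ZT, in h) from the 24 h harmonic fit in control heads (horizontal axis) and fmn heads (vertical axis) for the 245 probe sets rhythmic in both, 1 point each, with the line of equal times. Most points lie along the line, and those in the upper left and lower right corners have peaks on either side of ZT 0.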

Since the *fmn* mutation does not affect circadian rhythm, we statistically compared 7 samples as a whole using a *t*-test with an FDR of 5%, and found that 563 genes showed a significantly different expression level between *fmn* and the control, as shown in S1 Table. Of these, expression levels in 272 genes were up-regulated and 291 genes were down-regulated in *fmn*. 

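Many transcripts changed in fmn heads, most of them by less than 2-fold. Acf, a subunit of a chromatin remodelling complex, rose from 146 ± 14.5 in control to 534 ± 23.9 in fmn (n = 7 arrays each), a log2 change of 1.86 with a standard error of 0.06. A probe set of the zinc finger protein gene jim rose from 303 ± 20.7 to 1072 ± 82.3, a log2 change of 1.81 with a standard error of 0.06. The 2 other tested probe sets of jim, of which 1 is brighter, differed by 0.28 and 0.16 and did not reach 1.25-fold. Cry, which encodes drosocrystallin of the corneal lens, rose from 338 ± 28.2 to 1135 ± 123, a log2 change of 1.73 with a standard error of 0.07. The adjusted p in limma was 7.91e-12 for Acf, 7.91e-12 for this probe set of jim and 1.38e-10 for Cry, and each was higher in fmn at all 7 time points. In total 629 of the 8641 probe sets changed, and those that name a single gene stand for 565 genes. Their median change was 1.37-fold, 36 changed by at least 2-fold, and 484 had the same direction at all 7 time points. Without the fmn array of ZT 12, 751 probe sets changed, 609 of them shared with the 629, and without the 3 arrays with transcripts of testis, ovary or gut 506 changed, 443 of them shared. Because the clock genes cycled alike in the 2 genotypes, the paper reasons, the samples of all times were compared as a whole, and it took the candidates for its screen of sleep genes from the genes that differed.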

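Of the 629 probe sets, 320 were higher and 309 were lower in fmn heads. CG4757 rose most, from 121 ± 50.6 to 1021 ± 178 (n = 7 arrays each), a log2 change of 3.15 with a standard error of 0.22. The cytochrome P450 gene Cyp4p1 rose by 2.05 (1013 ± 93.1 to 4249 ± 447), the UDP-glycosyltransferase gene Ugt35C1 by 1.62 and the transporter gene MFS17 by 1.56. The larval serum protein gene Lsp2 rose by 1.71 with a standard error of 0.35. The alpha-tubulin gene alphaTub84D rose by 2.05, or at least 3.55-fold against the floor of 100, under which its control mean lay, and its fmn signal was lowest on the array of ZT 12. Among the genes that fell, the fatty acid elongase gene Elovl7 went from 4781 ± 414 to 1951 ± 306, a log2 change of -1.32 with a standard error of 0.09. The changes were -1.47 for CG9265, -1.37 for Ugt37D1, another UDP-glycosyltransferase gene, -1.10 for Gld, which encodes glucose dehydrogenase, and -1.05 for the esterase gene alpha-Est1. The gene 2mit (-1.40) and a probe set of scaf6 (-1.04) also fell, and on the fmn array of ZT 12 both stood above the other fmn arrays. All of these moved in the same direction at all 7 time points, and their adjusted p in limma ran from 6.63e-11 (Cyp4p1) to 0.00396 (Lsp2). Of the 2 other tested probe sets of scaf6, 1 changed by -0.42, and the brightest differed by only -0.15, under 1.25-fold. The balance of directions depends on the scaling of the arrays: with each array centred on its median, 205 probe sets were higher and 313 were lower.

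**Figure D2:**
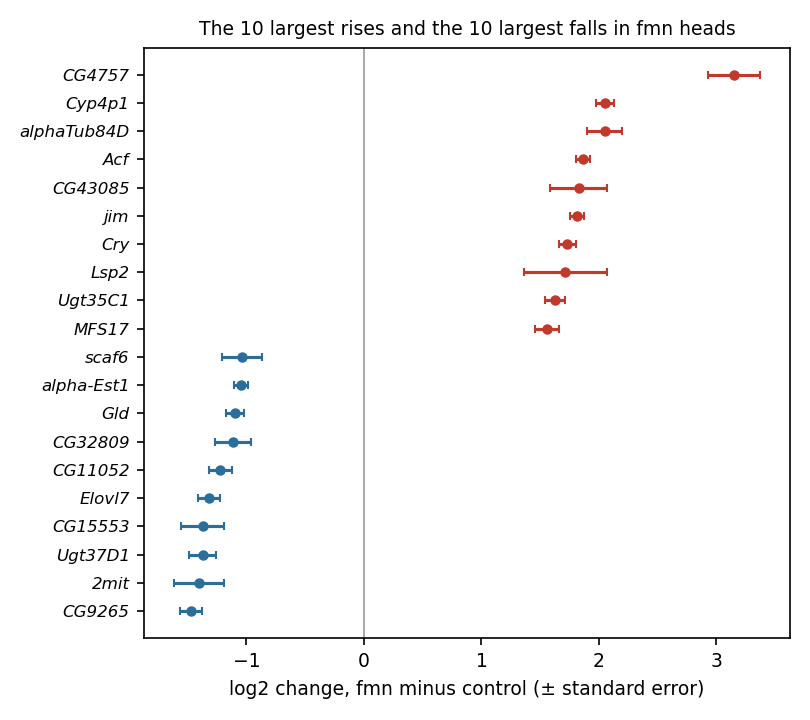
Log2 change (fmn minus control, horizontal axis) of the 10 probe sets with the largest rise and the 10 with the largest fall among those with 1 direction at all 7 time points, with the standard error from limma as bars (n = 7 arrays per genotype). The changes run from -1.47 for CG9265 to 3.15 for CG4757, and for jim, scaf6 and CG32809 a brighter probe set of the gene did not change by 1.25-fold.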

Using gene ontology enrichment analysis, we found that the differentially expressed genes in *fmn* are involved in many different biological processes including metabolism, transport, development, protein modification and more (S2 Table). 

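Genes of the respiratory chain and of the ribosome were slightly lower in fmn heads as groups, without any member past both thresholds. The 53 genes of oxidative phosphorylation had a median log2 change of -0.15, with 0 higher and 0 lower, also when adjusted over the list alone (adjusted p = 4.10e-10 from camera of limma, but 0.548 as the adjusted p with an estimated correlation). The 33 genes of cytosolic ribosomal proteins had a median of -0.17, with 0 higher and 0 lower, also when adjusted over the list alone (adjusted p = 1.51e-06 from camera, but 0.668 as the adjusted p with an estimated correlation), and under quantile normalization of the arrays their direction turned to higher (adjusted p = 0.705, camera). Of 18 muscle genes 0 were higher and 1 was lower, also when adjusted over the list alone, namely Argk1 (-0.33), which encodes arginine kinase, lay near the control mean on the fmn array of ZT 12 and missed 1.25-fold under quantile normalization (-0.19). The muscle list had a median of -0.12 and an adjusted p of 0.00442 from camera, but 0.548 as the adjusted p with an estimated correlation. The 26 proteasome genes (median 0.04, adjusted p = 0.0515, camera), 69 genes of mitochondrial ribosomal proteins (median -0.06, adjusted p = 0.0914, camera) and 17 chaperone genes (adjusted p = 0.554, camera) did not pass the test as groups. The proteasome list did pass under quantile normalization (adjusted p = 0.0275, camera) and without the 3 arrays with transcripts of testis, ovary or gut (adjusted p = 0.0173, camera), but not with an estimated correlation (adjusted p = 0.726, camera). Among the chaperone genes Hsp23 rose by 0.70 and the brightest probe set of Hsc70-1 changed by -0.42 (-0.27 and -0.24 on the others, neither of which passed both thresholds), and among the mitochondrial ribosomal proteins mRpL20 changed by -0.47. Of 42 lists with at least 3 tested genes, 9 passed camera's preset correlation of 0.01, 4 of them higher and 5 lower, and 0 passed with an estimated correlation. With fry of limma, which does not compare a list with the other genes, 11 passed, 7 of the 9 among them. The lists were written after S1 Table had been read, so neither the counts of changed members nor the p values of the lists are independent evidence. Gene ontology terms were not tested here.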

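DAT, the gene that carries the fmn mutation, had the lowest ratio of fmn to control signal among the genes named here. Its signal was 555 ± 44.7 in control and 8.55 ± 4.79 in fmn heads (n = 7 arrays each). This is a log2 change of -6.34 with a standard error of 0.43 (adjusted p = 2.42e-06, limma over all 18769 probe sets), or 81.1-fold from control to fmn, and the signal was lower in fmn at all 7 time points. Since every fmn signal of DAT lay under the floor of 100, DAT was at least 5.55-fold lower in fmn when measured against that floor.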

*Dopamine transporter* (*DAT*) gene expression was barely detectable in *fmn*, which validated the experiment (S1 Table). We first noticed the *scab* (*scb*) gene, that codes for α-integrin, and its mutant, called *Volado*, which shows abnormal synaptic transmission and memory deficit [14, 15] and is dramatically down regulated in *fmn*. Thus, we confirmed its expression in the control and *fmn* using RT-PCR. 

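The probe set of scb had a signal of 473 ± 28.1 in control and 66.3 ± 16.5 in fmn heads (n = 7 arrays each). This is a log2 change of -2.89 with a standard error of 0.15 (adjusted p = 2.06e-07, limma over all 18769 probe sets), or 7.41-fold from control to fmn. It was lower in fmn at all 7 time points, and at least 4.73-fold lower when measured against the floor of 100.

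**Figure D3:**
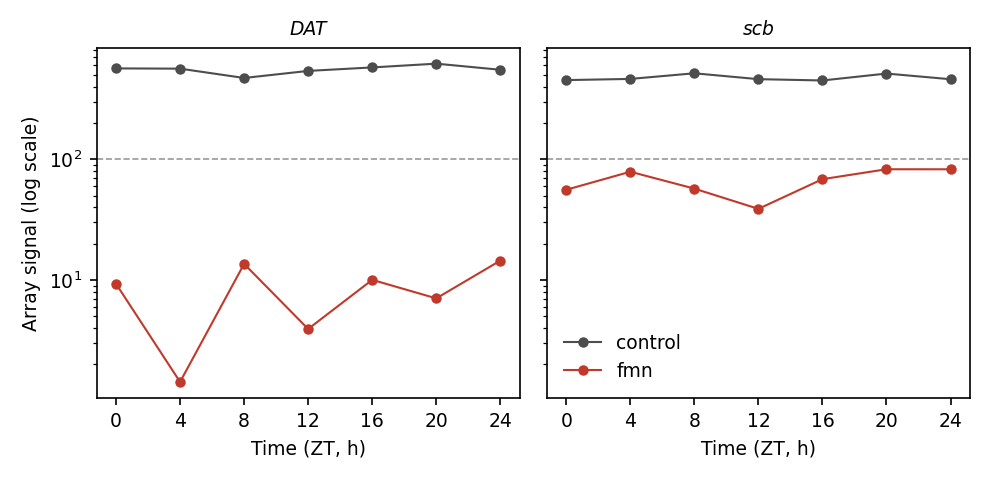
Array signals (vertical axis, log scale) of DAT and scb at the 7 time points (horizontal axis, ZT in h) in control and fmn heads, 1 array per point, with a dashed line at a signal of 100. For both genes all 7 fmn arrays lie under the line and all 7 control arrays above it.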

To our disappointment, there was no difference in *scb* mRNA levels between the control and *fmn* when we used primers for the reading frame. By sequencing the *scb* gene of *fmn*, we identified single-base substitutions in the 3' untranslated region, which is on position 1629803_a_at of the Affymetrix DNA array probe set (data not shown), resulting in a very low signal on a microarray. Since the *scb* gene is located on the right arm of the second chromosome (2R) at 51E10-51E11 (Sequence location, 2R: 11,136,290..11,146,003) and *fmn* (*DAT*) at 51E10-51E11 (12,446,062..12,452,763), the distance between the two is 1.3 M bases. 

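Several genes near DAT on 2R changed in fmn heads, in both directions. CG30098, 25 genes from DAT in the gene order of the arm, rose from 95.3 ± 11.1 to 247 ± 21.1 (n = 7 arrays each), a log2 change of 1.37 with a standard error of 0.08, or at least 2.47-fold against the floor of 100, under which its control mean lay. CG8401, 103 genes from DAT, rose by 0.94 (standard error 0.07), and Erasp, 151 genes away, by 0.79 (standard error 0.17). Got1, which encodes an aspartate aminotransferase and lies 88 genes from DAT, changed by -0.61 (standard error 0.06), and the hexokinase gene Hex-C, 214 genes away, by 0.61 (standard error 0.11). The scb gene lies 211 genes from DAT. Of the 196 tested genes among the 250 genes on either side of DAT, 25 (12.8%) changed, against 540 of 6955 (7.76%) elsewhere, an odds ratio of 1.74 (95% confidence interval 1.08 to 2.68, p = 0.0151, two-sided Fisher's exact test). With 100 genes on either side the odds ratio was 1.78 (p = 0.0888, exact test) and with 500 genes 1.32 (p = 0.112, exact test), and 8.10% of windows of as many tested genes elsewhere in the genome held at least as many changed genes. These windows overlap and lie only on 3R (264) and X (200), so their share does not measure chance.

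**Figure D4:**
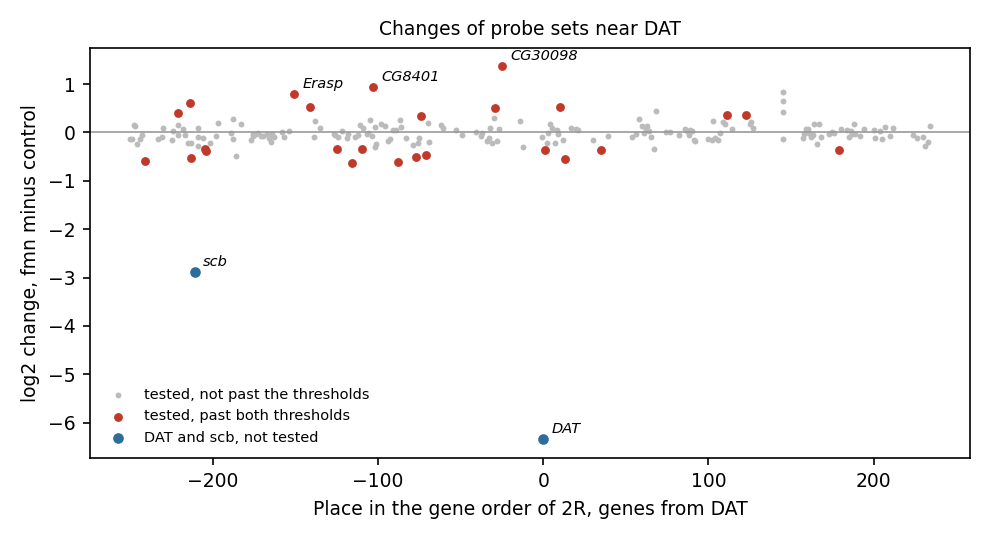
Log2 change (fmn minus control, vertical axis) of each tested probe set against its place in the gene order of 2R, counted in genes from DAT (horizontal axis), with DAT and scb, which the filter left out, added. DAT at -6.34 and scb at -2.89 lie far below all others, and the changed probe sets lie on both sides of 0.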

Our backcross was apparently insufficient to isogenize this region.

### Functional screening for a sleep related phenotype

Next, we performed a loss-of-function screen to isolate sleep-related genes. As a first trial round of screening, we selected 26 candidate genes with different properties, i.e. genes whose expression levels are largely different but whose functions are unknown and genes which functions in the nervous system, such as receptors for neurotransmitters and molecules in the signal transduction. We knocked these 26 genes and *DAT* down using the pan-neuronal *Gal4* driver, *elav*-*Gal4* in conjunction with *UAS*-RNAi lines [12]. We confirmed that knockdown of *DAT* reduced sleep just like *fmn*, confirming the validity of this method (data not shown). Of the 26 genes, knockdown of three genes, namely *Nmdar1*, *CanA*-*14F* and *CanB* which encode the NMDAR subunit, calcineurin catalytic subunit A and calcineurin regulatory subunit B, respectively, resulted in a significant reduction in sleep. In microarray analysis, fold change (control/*fmn* signal ratio) for *Nmdar1*, *CanA*-*14F* and *CanB* were 1.32, 1.43 and 1.25, respectively (S1 Table). 

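Each of the 3 genes was lower in fmn heads. Nmdar1, the essential subunit of the NMDA receptor, had a signal of 504 ± 37.4 in control and 389 ± 60.8 in fmn (n = 7 arrays each), a log2 change of -0.40 with a standard error of 0.08, or 1.32-fold from control to fmn. CanA-14F, a catalytic subunit of calcineurin, had a signal of 155 ± 11.6 in control and 110 ± 17.0 in fmn on the probe set that passed the test, a log2 change of -0.52 with a standard error of 0.08, or 1.43-fold. Its brighter probe set, with a signal of 728 ± 60.3 in control and 625 ± 82.5 in fmn, changed by -0.24 with a standard error of 0.08 and did not reach 1.25-fold (adjusted p = 0.0430, limma). CanB, the regulatory subunit, had a signal of 6136 ± 229 in control and 4962 ± 379 in fmn, a log2 change of -0.32 with a standard error of 0.05, or 1.25-fold. The adjusted p in limma was 0.00397 for Nmdar1, 0.000660 for the first probe set of CanA-14F and 0.000663 for CanB. Nmdar1, CanB and this probe set of CanA-14F were lower in fmn at all 7 time points. CanB lay at the threshold of 1.25-fold and missed it in 9 alternative settings, with log2 changes from -0.32 to -0.28 and an adjusted p under 0.05 in limma in each. These were quantile normalization, no further scaling, 32 added to each signal, the 3 arrays with transcripts of other organs left out, and each of ZT 4, 8, 16, 20 and 24 left out in turn. Both probe sets of the other subunit gene, Nmdar2, were below a signal of 100 on average in both genotypes (24.3 ± 13.0 and 34.1 ± 14.7 for one, 2.98 ± 2.42 and 10.5 ± 8.47 for the other) and were left out by the filter.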

Detailed analysis of the *calcineurin* genes in sleep regulation have been previously reported [16]. Two independent *Nmdar1* RNAi fly lines (VDRC 37333 and 104773) were crossed with *elav*-*Gal4*;*UAS*-*Dicer*-*2* flies. These *Nmdar1* RNAi expressing fly lines were viable and showed no apparent morphological abnormality. Fig 2A and 2B show the activity plot for three different control flies and *Nmdar1* RNAi (VDRC 37333)-expressing flies in LD and DD conditions. The *Nmdar1* knockdown flies displayed significant hyperactivity compared with control flies under DD (Fig 2A–2C) conditions. In contrast, the total daily sleep of the *Nmdar1* RNAi flies was significantly decreased in both LD and DD conditions relative to the control (Fig 2D). We confirmed the efficiency and specificity of the *Nmdar1* knockdown by quantification of mRNA. As shown in Fig 2E, the *Nmdar1* mRNA levels were significantly decreased to approximately 50%. Although the *glutamate receptor IB* (*GluRIB*) gene is reported as a potential off-target gene for the *Nmdar1* RNAi construct by target predictions of the VDRC [12], the *GluRIB* mRNA levels were comparable in the *Nmdar1* RNAi and control flies. We also examined the mRNA levels of *CanA*-*14F* and *CanB* for neuronal genes and *RpL32* for ubiquitously expressed genes and found there were no differences in their mRNA levels in the *Nmdar1* knockdown flies. Another *Nmdar1* RNAi line (104773) gave a significant increase in locomotor activity and reduction in sleep only under DD conditions (S1A and S1B Fig). The *Nmdar1* mRNA levels tended to be reduced in the RNAi flies, but did not reach statistical significance (S1C Fig).

**Fig 2:**
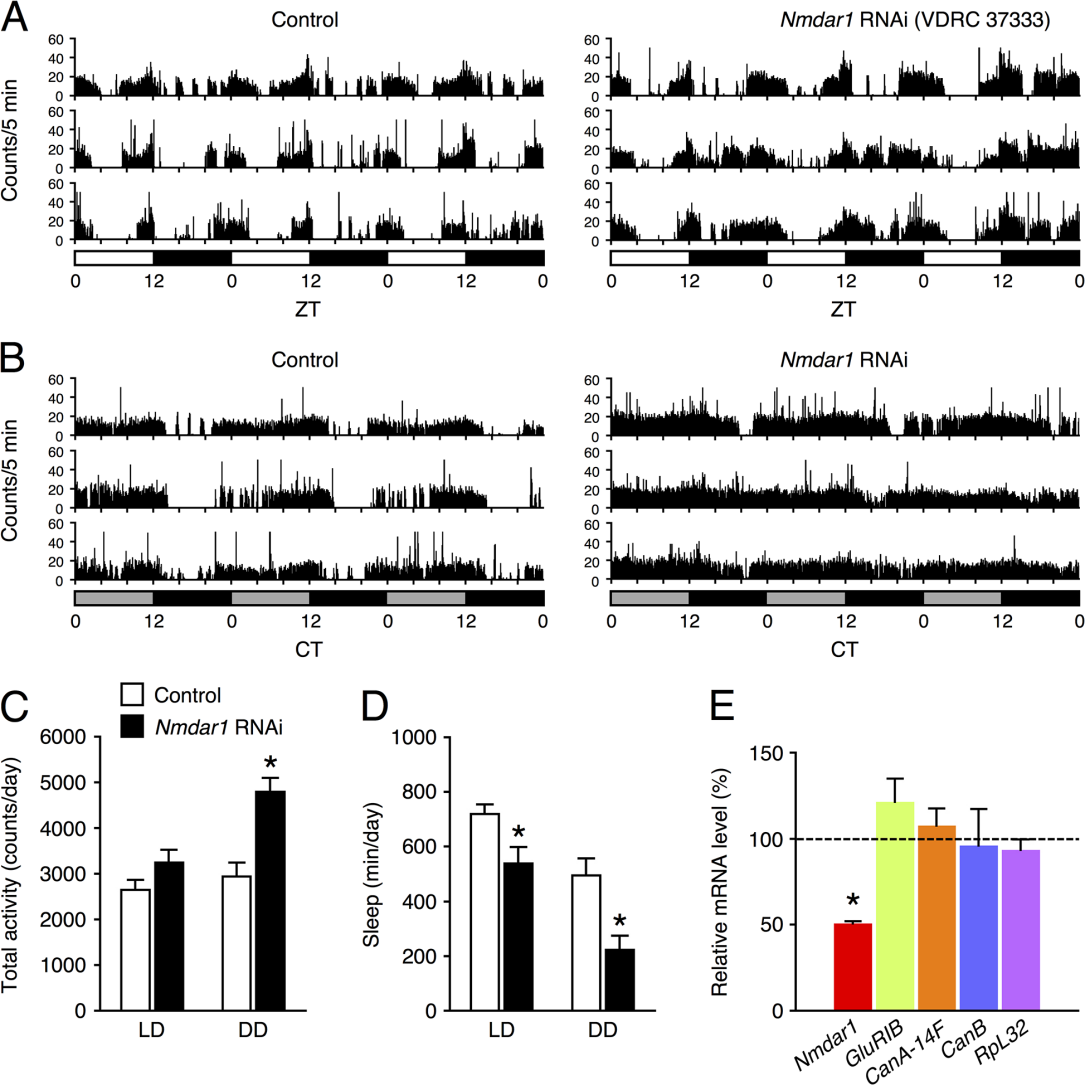
Pan-neuronal *Nmdar1* knockdown decreases sleep. (A, B) Locomotor activity profiles for three different control (*elav*-*Gal4*;*UAS*-*Dicer*-*2* × *w* ^*1118*^, left panel) and *Nmdar1* RNAi (VDRC 37333)-expressing flies using the *elav*-*Gal4*;*UAS*-*Dicer*-*2* driver (right panel) for 3 d in LD (A) and DD conditions (B). White, gray and black bars under the horizontal axis indicate day (ZT 0–12), subjective day (CT 0–12) and night (ZT 12–24 or CT 12–24), respectively. Total daily activity (C) and total sleep (D) for control (white bars) and *Nmdar1* RNAi flies (black bars) in LD and DD conditions. *n* = 16 for each group. Data are presented as mean ± SEM. Asterisks indicate statistically significant differences compared to control according to a *t*-test (*p* < 0.05). (E) Efficiency and specificity of *Nmdar1* gene knockdown. The expression levels of *Nmdar1*, *GluRIB*, *CanA*-*14F*, *CanB* and *RpL32* genes in the head of male flies expressing *Nmdar1* RNAi transgenes in all neurons are expressed as relative values to the control flies. As described in the Materials and Methods, each mRNA level was quantified by qPCR and first normalized to *GAPDH2*. Then, the values were normalized to the average of independent control samples, which were set at 100%. Data are presented as mean ± SEM. *n* = 3 for each group. Statistical significance between control and RNAi flies: *p < 0.05, *t*-test.

Since *Nmdar1* knockdown flies were more active than control flies, especially during the subjective night period under DD conditions, we calculated the parameters of day sleep and night sleep separately. In *Nmdar1* RNAi (37333)-expressing flies, there was no significant difference in the amount of sleep during daytime under LD conditions (Fig 3A). Night sleep under LD conditions and both subjective day and subjective night sleep under DD conditions were significantly shorter in the *Nmdar1* knockdown flies. There were no significant differences in the bout length of sleep in the *Nmdar1* RNAi and control flies under both LD and DD conditions (Fig 3B). As shown in Fig 3C, the decrease in sleep in the *Nmdar1* RNAi flies was mainly due to the reduction in sleep bout number. Similarly, another *Nmdar1* RNAi line (104773) gave a significant decrease not in sleep bout length but in sleep bout number (S2B and S2C Fig).

**Fig 3:**
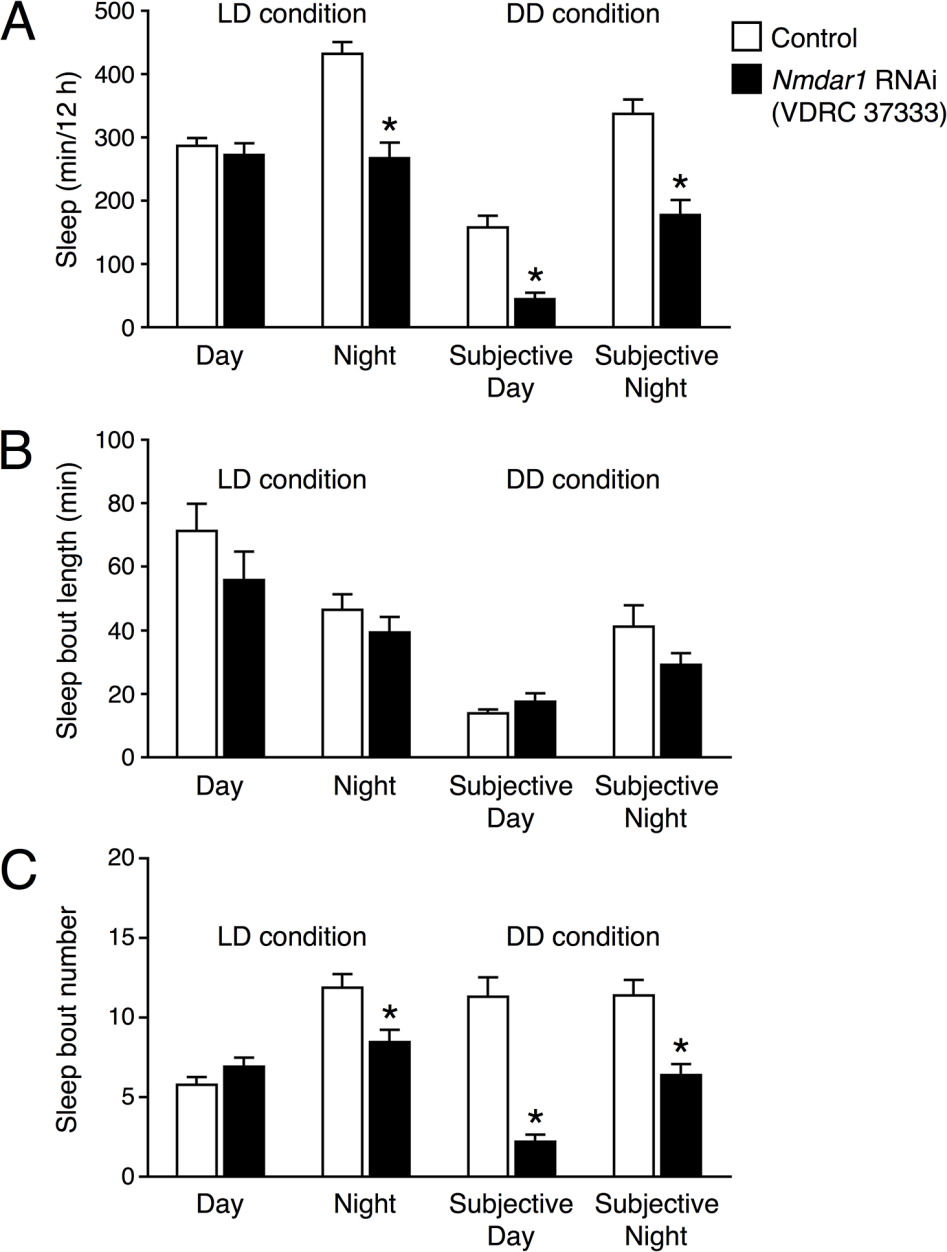
*Nmdar1* knockdown flies show a decreased sleep bout number. Total sleep (A), sleep bout length (B) and sleep bout number (C) for control (*elav*-*Gal4*;*UAS*-*Dicer*-*2* × *w* ^*1118*^, white bars) and *Nmdar1* RNAi (VDRC 37333)-expressing flies using the *elav*-*Gal4*;*UAS*-*Dicer*-*2* (black bars) during day (ZT 0–12), night (ZT 12–24), subjective day (CT 0–12) and subjective night (CT 12–24). A total of 48 flies were tested for both genotypes in (A) and (C). Flies with no sleep during 12 h were excluded from the calculations of sleep-bout length in (B) (*n* = 24–48). Data are presented as mean ± SEM. Asterisks indicate statistically significant differences from control determined by a *t*-test (*p* < 0.05).

### An NMDAR antagonist reduces sleep

In order to pharmacologically examine NMDAR function on sleep, we assessed the effect of the NMDAR antagonist, MK-801. MK-801 is a non-competitive antagonist, which binds to the phencyclidine binding site of NMDAR and prevents its channel activities. We mixed MK-801 into the food and fed the flies during the sleep assay. At concentrations of 0.1 mg/ml, amount of sleep was significantly decreased compared to untreated controls, whereas lower doses (0.01 and 0.03 mg/ml) had no effect on sleep (S3 Fig). In 16 flies with 0.1 mg/ml MK-801, 3 ones died during the sleep assay. Thus, we used 0.1 mg/ml MK-801 in following experiments. As shown in Fig 4, MK-801 reduced sleep significantly in *w* ^*1118*^ flies but not in *fmn* flies, which suggested that the effect of the *Nmdar1* knockdown was due to a nondevelopmental effect. Although the *Nmdar1* RNAi flies showed the reduction in sleep bout number, administration of MK-801 shortened sleep bout length (Fig 5B). We also examined the effects of the tyrosine hydroxylase inhibitor, 3-iodo-L-tyrosine (3IY), which inhibits dopamine biosynthesis. 3IY increased the amount of sleep in *fmn* almost to the control level (Fig 4C). Simultaneous addition of 3IY with MK-801, partially hindered the effects of MK-801, suggesting the additive effects of MK-801 and dopamine signaling in reducing sleep. These data indicated that NMDAR functions to promote sleep in *Drosophila*.

**Fig 4:**
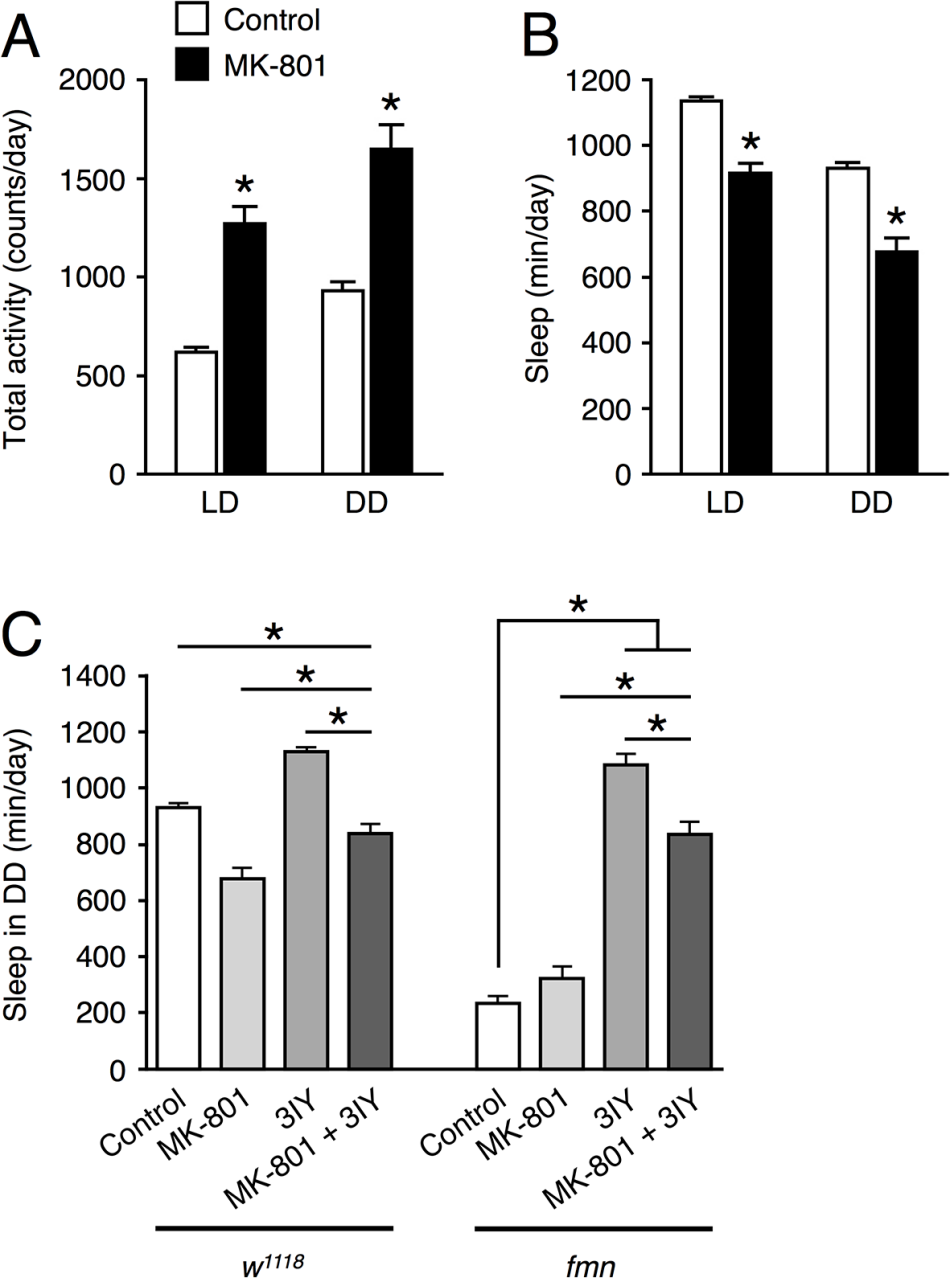
The NMDAR antagonist MK-801 reduces sleep. Total daily activity (A) and total sleep (B) for untreated control (white bars, *n* = 32) and MK-801-fed *w* ^*1118*^ flies (black bars, *n* = 28) in LD and DD conditions. Data are presented as mean ± SEM. Asterisks indicate statistically significant differences compared to control according to a *t*-test (*p* < 0.05). (C) Effect of administration of MK-801 and tyrosine hydroxylase inhibitor, 3-iodo-L-tyrosine (3IY) on sleep in *w* ^*1118*^, the genetic background of *fmn* mutants, and *fmn* flies in DD. MK-801 or/and 3IY was directly mixed with sucrose-agar food at a concentration of 0.1 mg/ml and 3 mM, respectively. Data are presented as mean ± SEM (*n* = 28–32 for each group). Groups with asterisks indicate statistically significant differences (Tukey-Kramer HSD test for normally distributed data, *p* < 0.05).

**Fig 5:**
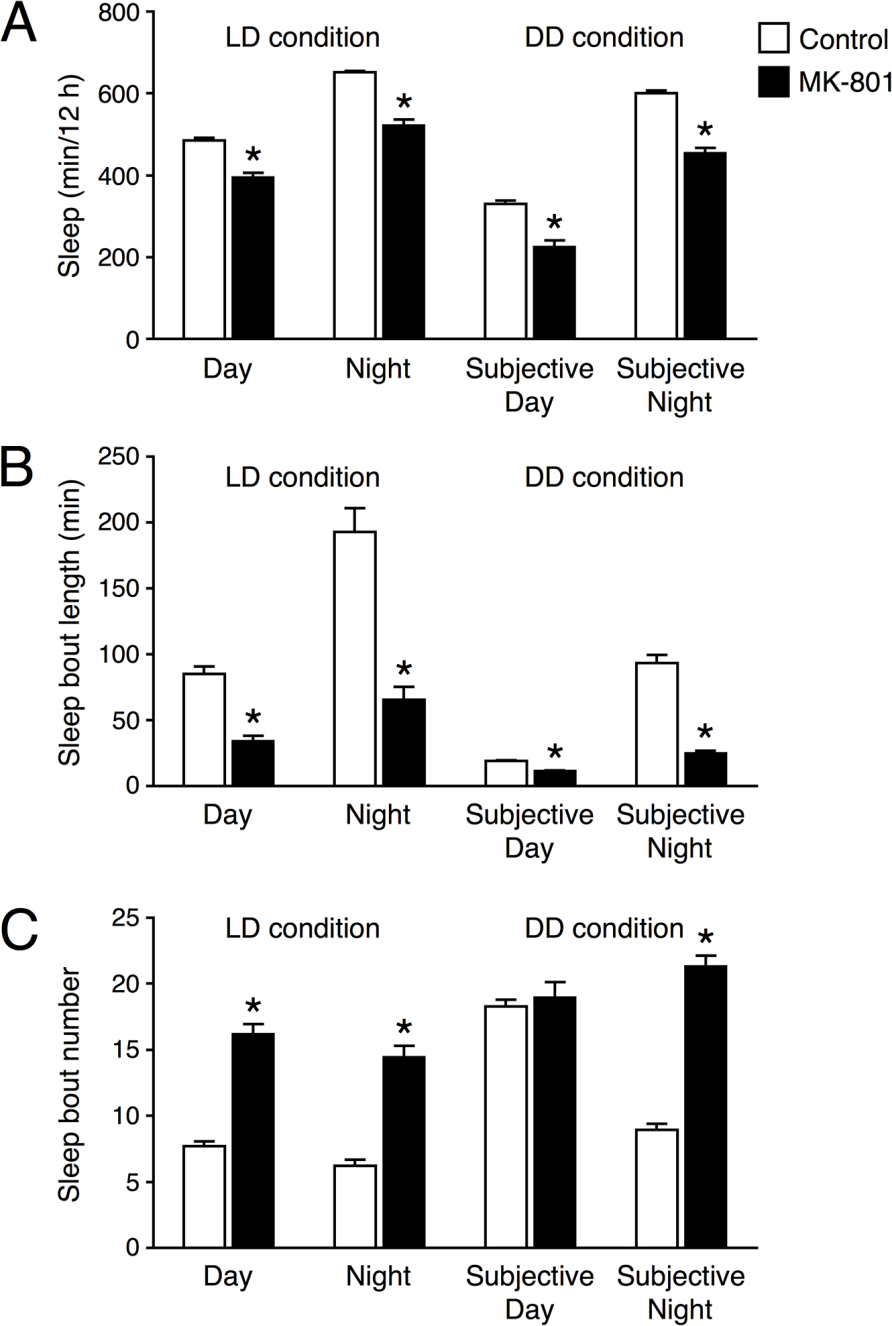
MK-801 reduces sleep bout length. Total sleep (A), sleep bout length (B) and sleep bout number (C) for untreated control (white bars, *n* = 96) and MK-801-treated *w* ^*1118*^ flies (black bars, *n* = 84) during day (ZT 0–12), night (ZT 12–24), subjective day (CT 0–12) and subjective night (CT 12–24). Data are presented as mean ± SEM. Asterisks indicate statistically significant differences from control determined by a *t*-test (*p* < 0.05).

### *Nmdar1* knockdown in various regions of the fly brain

To identify neurons important for the function of NMDAR in sleep regulation, we screened 36 neural *Gal4* drivers for their potency to induce *Nmdar1* knockdown-induced decreased sleep (Fig 6A). *Nmdar1* knockdown in the mushroom body or central complex did not show the reduced sleep comparable to that in the pan-neuronal knockdown flies. *Nmdar1* knockdown in the fan-shaped body (104Y), which receives projection of sleep-regulating dopaminergic neurons [17, 18] also did not decrease sleep. On the other hand, *Nmdar1* knockdown by at least two *Gal4* drivers (121Y and c17) significantly decreased sleep (Fig 6B), suggesting that NMDAR expressed in several brain regions were involved in sleep regulation.

**Fig 6:**
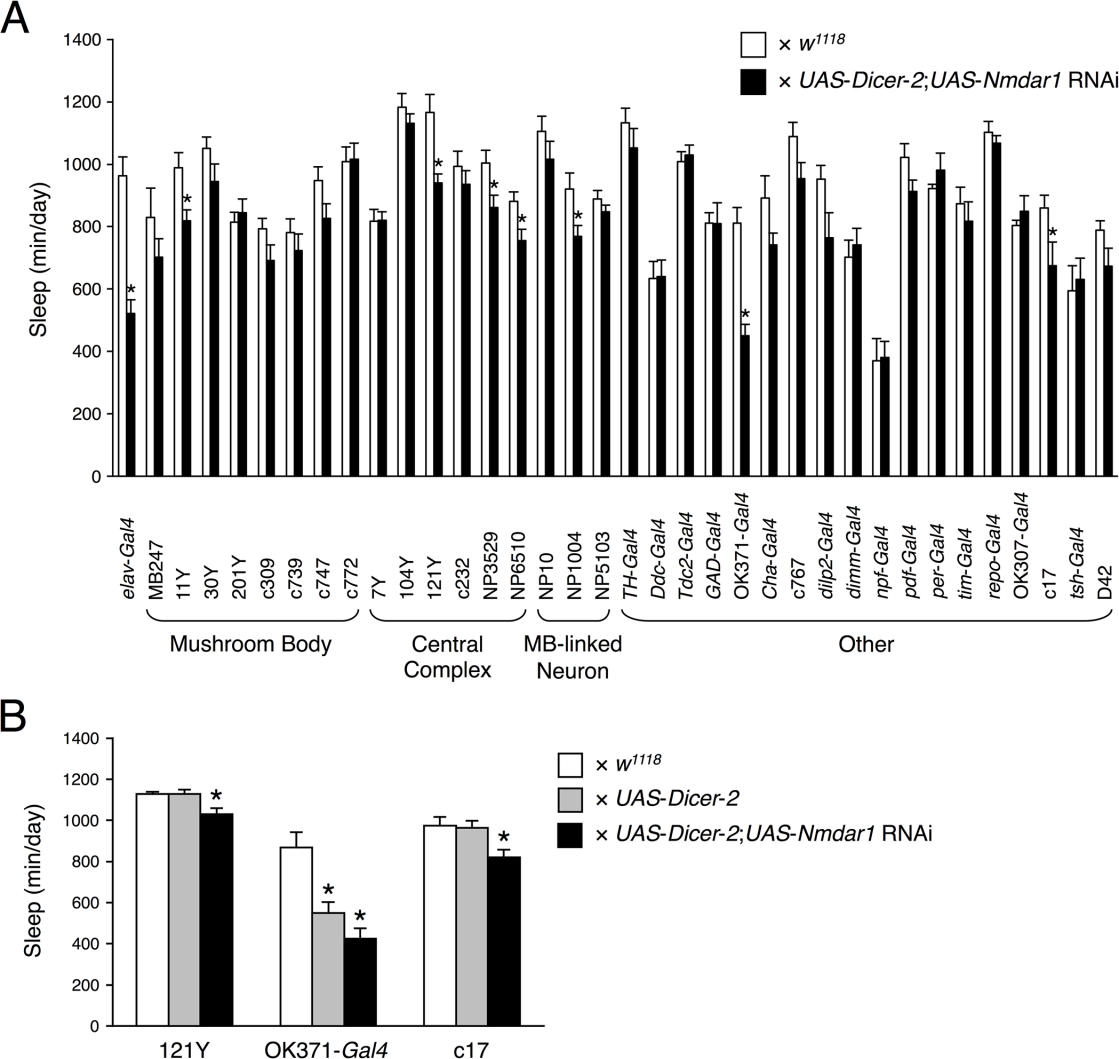
*Nmdar1* knockdown in various regions of the fly brain. (A) Total sleep for progeny collected from between 36 *Gal4* drivers and *UAS*-*Nmdar1* RNAi (VDRC 37333) with the *UAS*-*Dicer*-*2* on the 2nd chromosome in DD conditions (black bars). For controls, each *Gal4* driver was crossed to *w* ^*1118*^ flies (white bars). Data are presented as mean ± SEM (*n* = 6–8 for each group). Asterisks indicate statistically significant differences from control determined by a *t*-test (*p* < 0.05). (B) Total sleep for flies expressing *Nmdar1* RNAi and *Dicer*-*2* transgenes under indicated *Gal4* drivers (black bars) in DD conditions. For controls, each *Gal4* driver was crossed to *w* ^*1118*^ (white bars) or *UAS*-*Dicer*-*2* flies (gray bars). Data are presented as mean ± SEM (*n* = 7–16 for each group). Groups with asterisks indicate statistically significant differences (Tukey-Kramer HSD test for normally distributed data, *p* < 0.05).

## Discussion

This study provides evidence that NMDAR is involved in the regulation of sleep in flies.

To identify molecular candidates involved in sleep and arousal, we performed a genome-wide screen of genes that were differentially expressed in heads of control and *fmn* flies. Since DAT functions as part of the clearance mechanism for released dopamine, extracellular dopamine levels are persistently elevated and postsynaptic dopamine signaling is increased in the *DAT* mutant *fmn*. Although we predicted that expression of dopamine-related genes including dopamine receptors and genes of the dopamine biosynthesis pathway would be altered in *fmn* flies, such adaptive changes were not observed at the mRNA level. 

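No gene of the other biogenic amines passed the test in fmn heads. Of 12 tested genes for the synthesis and the receptors of serotonin, octopamine, tyramine and histamine, 0 were higher and 0 were lower, also when adjusted over the list alone, with a median log2 difference of -0.05 (adjusted p = 0.892 from camera of limma). The 25 neuropeptide genes tested had a median of 0.00 (adjusted p = 0.892, camera), and 1 of them was higher, also when adjusted over the list alone. This was Capa, which encodes neuropeptides that act on the renal tubules, with a signal of 824 ± 91.2 in control and 1287 ± 80.8 in fmn (n = 7 arrays each), a log2 change of 0.64 with a standard error of 0.07 (adjusted p = 1.41e-05, limma).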

In *DAT* knockout mice, the levels of both D1 and D2 dopamine receptors are significantly reduced [19]. We ourselves found that D1 dopamine receptor protein level was reduced in the mushroom body area of *fmn* mutant [20]. Therefore, it is possible that expression levels of these genes are posttranscriptionally regulated in *fmn* flies. Oscillation of circadian clock genes, *per*, *tim* and *Clk* under LD conditions were barely affected by the *fmn* mutation (Fig 1) and *fmn* flies showed a substantial circadian rhythmicity of locomotor activity [6], suggesting that *fmn* flies have intact molecular clocks. 

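Of 19 tested genes of the clock and its outputs, 0 were higher and 3 were lower in fmn heads when averaged over the day, also when adjusted over the list alone. These were CkIIbeta (-0.50 on the log2 scale), a subunit of the kinase that phosphorylates PER, sgg (-0.41), a kinase that acts on TIM, and the RNA-binding protein gene lark (-0.40). The sgg signal was 803 ± 65.4 in control and 617 ± 109 in fmn (n = 7 arrays each), a change with a standard error of 0.10 (adjusted p = 0.00868, limma). On the fmn array of ZT 12, CkIIbeta and lark stood above the other fmn arrays, and all 3 genes lay near or beyond the control mean. Without the 3 arrays with transcripts of other organs the changes of CkIIbeta and sgg were -0.45 and -0.35, nearly as large, with standard errors of 0.15 and 0.10, and on fewer arrays they no longer passed (adjusted p = 0.0764 and 0.0508, limma). As a group the 19 genes did not pass the test (median -0.10, adjusted p = 0.160 from camera of limma).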

We identified 563 genes with a significant difference in expression levels over a day between control and *fmn* flies using microarray analysis (at 5% FDR). Of the 563 genes, 272 genes were up-regulated and the remaining 291 genes including *DAT* were down-regulated in *fmn* flies. Although the *scb* gene was identified as a markedly down-regulated gene in *fmn* flies in the microarray data, the false difference in expression was due to a single-base substitution in the 3ʹ untranslated region, for which probe set was designed. This is a problem of gene expression analysis using this type of DNA microarray. Furthermore, it should be noted that our backcross was apparently insufficient to isogenize a neighboring *scb* locus. Gene ontology enrichment analysis using the 563 differentially expressed genes suggested a number of altered biological processes in *fmn* flies, listed in S2 Table. The changes in expression detected in many genes involved in metabolism likely reflect hyperactivity in locomotion in *fmn* flies [6] and dopamine function in modulating metabolic rate [21]. 

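Several genes of purine metabolism were higher in fmn heads, and some genes of other metabolic pathways were too. Of 11 purine genes tested, 4 were higher and 0 lower, also when adjusted over the list alone. Among these 4, ry, the xanthine dehydrogenase that forms urate, rose from 491 ± 19.8 to 1116 ± 168 (n = 7 arrays each), a log2 change of 1.16 with a standard error of 0.08, and Gart and Pfas, enzymes of purine synthesis, rose by 0.43 and 0.37. The list passed camera of limma (adjusted p = 0.00343, but 0.548 as the adjusted p with an estimated correlation). Of 28 genes of amino acid metabolism, 5 were higher and 2 lower (8 higher and 2 lower when adjusted over the list alone), with arginase (arg) at 0.68 and ornithine aminotransferase (Oat) at 0.47, and their list had an adjusted p of 0.0240 from camera, but 0.548 as the adjusted p with an estimated correlation. Of 19 genes of sugar metabolism, 3 were higher and 0 lower, also when adjusted over the list alone, with the transketolase-like gene CG8036 at 0.53 and fructose-1,6-bisphosphatase (fbp) at 0.39 (adjusted p = 0.0442 from camera, but 0.668 as the adjusted p with an estimated correlation). Of 17 genes of insulin and adipokinetic signaling, 3 were higher and 1 lower, also when adjusted over the list alone, with the sugar-responsive glucosidase gene tobi at 1.02 and the TOR inhibitor gene chrb, which was near the control mean on the fmn array of ZT 12, at 0.65 (adjusted p = 0.0442 from camera, but 0.548 as the adjusted p with an estimated correlation). Of 25 genes of fatty acid and lipid metabolism, 2 were higher and 3 lower, also when adjusted over the list alone (adjusted p = 0.215, camera), with the sterol-binding protein genes Npc2g at 0.96 and Npc2h at -0.86. Npc2g and Npc2h are neighbours on 3R, and with CDase (-0.70), another of these lipid genes, they lie in the region of 3R where changed genes were densest. Of 14 genes of the citric acid cycle, 1 was higher, also when adjusted over the list alone, namely the kinase gene Pdk at 0.57 (adjusted p = 0.206, camera). The lists of amino acid and sugar metabolism did not pass the test of fry (adjusted p = 0.111 for each, fry of limma), and those of purine metabolism and insulin signaling did (adjusted p = 0.000921 and 0.00723, fry). The sugar list did not pass without the fmn array of ZT 12 (adjusted p = 0.0500, camera), nor the insulin list without the 3 arrays with transcripts of testis, ovary or gut (adjusted p = 0.0535, camera). All these lists were written after S1 Table had been read, so their counts and p values are not independent evidence.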

Interestingly, genes involved in response to stress are also identified as wakefulness-related genes in *Drosophila* and rats [22, 23]. 

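Genes of axon guidance and cell adhesion changed in both directions in fmn heads. Of 32 tested, 4 were higher and 4 lower (5 higher and 4 lower when adjusted over the list alone). As a group they did not pass camera of limma (adjusted p = 0.913), which looks for a shift in 1 direction, so that changes both ways cancel. The cadherin gene Cad99C, in the region of 3R where changed genes were densest, changed by 0.75 on the log2 scale (157 ± 23.6 to 267 ± 43.9, n = 7 arrays each). The brightest probe set of the scaffold protein gene dlg1 changed by -0.66 (2317 ± 350 to 1482 ± 232). The other tested probe sets of dlg1 went both ways, with 1 at -0.57 and 1 at 0.28, under 1.25-fold. Of 20 acetylcholine and GABA receptor genes, 0 were higher and 4 lower, also when adjusted over the list alone, among them the nicotinic subunits nAChRalpha7 (-0.60) and nAChRalpha6 (-0.42). This list had an adjusted p of 0.0325 from camera, but 0.548 as the adjusted p with an estimated correlation and 0.0629 as the adjusted p from camera with time points paired as a block. Of 14 potassium channel genes, 1 was higher and 3 lower, also when adjusted over the list alone (adjusted p = 0.234, camera), with SK at -0.67 (-0.32 on a dimmer probe set, which did not pass), SLO2 at -0.47 and slo at 0.40. Of 17 genes of synaptic vesicles and the active zone, 0 were higher and 3 lower, also when adjusted over the list alone (adjusted p = 0.0515, camera), and their median was -0.10. This list passed without the fmn array of ZT 12 (adjusted p = 0.0335, camera), without the 3 arrays with transcripts of other organs (adjusted p = 0.0375, camera) and with fry of limma (adjusted p = 0.00229). The list of potassium channels passed with fry (adjusted p = 0.0168). With an estimated correlation the adjusted p of these lists from camera was 0.548 and 0.668. On the fmn array of ZT 12, SK (2921), SLO2 (364) and nAChRalpha7 (502) lay near or beyond the control mean. Of 23 photoreceptor genes, 0 were higher and 3 lower (0 higher and 5 lower when adjusted over the list alone), among them the opsin gene Rh6 at -0.47, which was also near the control mean on that array (adjusted p = 0.000471 from camera, but 0.548 as the adjusted p with an estimated correlation). Among 11 neuron markers 1 was higher and 1 lower (3 higher and 1 lower when adjusted over the list alone), and among 13 glia markers 0 were higher and 1 lower, also when adjusted over the list alone (adjusted p = 0.715 and 0.730, camera). The neuron marker that was higher is elav, at 0.91 (standard error 0.24), whose signal of 612 on the fmn array of ZT 12 was below all 7 control arrays (823 to 1108). Without the 3 arrays that held transcripts of testis, ovary or gut the change of elav was 0.78 with a standard error of 0.30 and did not pass (adjusted p = 0.117, limma). It did not pass without ZT 0, 4, 8, 20 or 24 either, with changes from 0.82 to 0.87 (adjusted p from 0.0524 to 0.0641, limma). On the other 6 fmn arrays the signal of elav was 2174 to 2335. Without the fmn array of ZT 12 its change was 1.17 (adjusted p = 9.50e-09, limma). Since the lists were written after S1 Table had been read, their counts and p values are not independent evidence.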

We found that differentially expressed genes were involved in nervous system development. These findings may be associated with the physiological function of sleep and regulation of neuronal plasticity in *Drosophila* [24, 25]. Using transgenic RNAi screening, we showed that a pan-neuronal knockdown of *Nmdar1* resulted in locomotor hyperactivity and sleep reduction (Fig 2 and S1 Fig). Moreover, the application of an NMDAR blocker, MK-801 also reduced sleep in control flies (Fig 4). These results indicate a sleep-promoting role for NMDAR in *Drosophila*. We observed that *Nmdar1* knockdown decreased sleep bout number, while MK-801 shortened sleep bout length (Fig 3, S2 Fig and Fig 5). These different effects may be due to the difference in the degree of inhibition of NMDAR function, or it is possible the pharmacological interference by NMDAR antagonist may not mimic NMDAR knockdown. Sleep was unaffected in *fmn* flies that were treated with MK-801 (Fig 4). This can be explained by the decrease in *Nmdar1* gene expression in *fmn*. As previously reported, tyrosine hydroxylase inhibitor 3IY-treated *fmn* flies demonstrated significantly increased sleep levels, almost similar to that of control flies [26]. Simultaneous administration of 3IY and MK-801 partially suppressed the effects of MK-801 in controls and those of 3IY in *fmn* flies, suggesting an additive effect for MK-801 and dopamine signaling in reducing sleep. Although we have no data on the physiological relationship between NMDAR and dopamine signaling in sleep regulation, calcineurin, a heterodimeric Ca^2+^/calmodulin-dependent serine/threonine protein phosphatase, may link these two pathways. We found that *CanA*-*14F* and *CanB* genes were down-regulated in *fmn* flies (S1 Table). 

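The other genes of the catalytic subunit of calcineurin did not move with these. CanA1, another catalytic subunit, rose from 132 ± 14.4 in control to 179 ± 16.6 in fmn heads (n = 7 arrays each), a log2 change of 0.42 with a standard error of 0.08 (adjusted p = 0.00169, limma), and was higher in fmn at 6 of the 7 time points. CanA1 lies in the region of 3R where changed genes were densest. The remaining catalytic subunit gene, Pp2B-14D, differed by 0.25, less than 1.25-fold (adjusted p = 0.0245, limma). Of 7 tested genes of calcineurin and calmodulin signaling, 1 was higher and 1 lower, also when adjusted over the list alone (adjusted p = 0.892 from camera of limma). Of 10 tested glutamate receptor genes, 1 was higher and 1 lower, also when adjusted over the list alone (adjusted p = 0.913, camera), the higher one being the glutamate-gated chloride channel gene GluClalpha at 0.33 on its brightest probe set, near the threshold. The 2 other tested probe sets of GluClalpha differed by -0.04 and -0.05. Its change missed 1.25-fold without ZT 0 (0.26), ZT 4 (0.30) or ZT 8 (0.30), without the 3 arrays with transcripts of other organs (0.28), with each array centred on its median (0.30) and with 32 added to each signal (0.31). Of 40 tested genes known to alter sleep in flies, without DAT, which the filter left out, 4 were higher and 6 lower, also when adjusted over the list alone (adjusted p = 0.730 for a shift in 1 direction, camera). Besides the genes named above these included the kinase gene Pka-C1 at 0.90, which was at the control level on the fmn array of ZT 12, and the potassium channel gene Shaw at -0.45 on its brighter probe set (0.04 on the other), which was near the control mean on that array too. The lists hold genes of S1 Table, which had been read before, so their counts and p values are not independent evidence.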

Calcineurin is activated by Ca^2+^ influx through the NMDAR. We recently reported that pan-neuronal *CanA*-*14F* and *CanB* RNAi flies significantly decrease sleep in a similar way to *Nmdar1* RNAi flies [16]. In the mammalian brain, calcineurin dephosphorylates dopamine- and cAMP-regulated phosphoprotein (DARPP-32) and thus modulates neuronal functions [27–29]. The *Drosophila* NMDAR subunits, Nmdar1 (dNR1) and Nmdar2 (dNR2), are widely expressed in the adult brain [30–33]. NMDAR expressed in the mushroom body and central complex is required for memory formation [31, 32]. The mushroom body has been shown to function not only as a memory center but also as a sleep center in *Drosophila* [34–36]. However, *Nmdar1* knockdown in these brain regions hardly decreased sleep (Fig 6). The physiological association between sleep and memory in *Drosophila* has recently been described in various reports. Sleep deprivation causes impairment in aversive olfactory learning and memory [37, 38]. The short sleeper *fmn* mutants have poor memory retention [11]. Another short sleep mutant, *Hyperkinetic* [39] and *CanA*-*14F* RNAi flies [16] also have an impaired memory. Taken together, our results indicate that NMDAR-calcineurin signaling plays an important role not only in memory function but also in sleep regulation. Understanding NMDAR-calcineurin signaling in *Drosophila* may provide novel insights into the molecular relationship between sleep and memory.

## Supporting Information

S1 Fig Pan-neuronal *Nmdar1* knockdown decreases sleep. Total daily activity (A) and total sleep (B) for control (*elav*-*Gal4*;*UAS*-*Dicer*-*2* × *w* ^*1118*^, white bars, *n* = 19) and *Nmdar1* RNAi (VDRC 104773)-expressing flies using the *elav*-*Gal4*;*UAS*-*Dicer*-*2* driver (black bars, *n* = 20) in LD and DD conditions. Data are presented as mean ± SEM. Asterisks indicate statistically significant differences compared to control according to a *t*-test (*p* < 0.05). (C) Efficiency of *Nmdar1* gene knockdown. The expression levels of *Nmdar1* and *RpL32* genes in the head of male flies expressing *Nmdar1* RNAi transgenes in all neurons are expressed as relative values to the control flies. Each mRNA level was quantified by qPCR and first normalized to *GAPDH2*. Then, the values were normalized to the average of independent control samples, which were set at 100%. Data are presented as mean ± SEM. *n* = 3 for each group.
(PDF)

S2 Fig *Nmdar1* knockdown flies show a decreased sleep bout number. Total sleep (A), sleep bout length (B), and sleep bout number (C) for control (*elav*-*Gal4*;*UAS*-*Dicer*-*2* × *w* ^*1118*^, white bars, *n* = 57) and *Nmdar1* RNAi (VDRC 104773)-expressing flies using the *elav*-*Gal4*;*UAS*-*Dicer*-*2* (black bars, *n* = 60) during day (ZT 0–12), night (ZT 12–24), subjective day (CT 0–12) and subjective night (CT 12–24). Data are presented as mean ± SEM. Asterisks indicate statistically significant differences from control determined by a *t*-test (*p* < 0.05).
(PDF)

S3 Fig Addition of the NMDAR antagonist MK-801 to the food at a concentration of 0.1 mg/ml decreases sleep. Total sleep for untreated control (white bars) and MK-801-fed *w* ^*1118*^ flies (colored bars) in DD conditions. MK-801 was directly mixed with sucrose-agar food at indicated concentration. Data are presented as mean ± SEM (*n* = 13–16 for each group). Groups with asterisks indicate statistically significant differences (Tukey-Kramer HSD test for normally distributed data, *p* < 0.05).
(PDF)

S1 Table List of all genes that were significantly differentially expressed between control (*w* ^*1118*^) and *fmn* flies (*t*-test, 5% FDR; fold change > 1.25 × up or down). *DAT*, *scb*, *CanA*-*14F*, *Nmdar1* and *CanB* genes were indicated in bold. The list was arranged by fold change and also included an Affymetrix DNA array probe set, gene symbol, FlyBase ID and Q-Value.

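S1 Table gives, for each probe set, the ratio of control to fmn signal, so that a fold change above 1 stands for a gene lower in fmn, and a Q-value, the p value of the t-test after correction for the false discovery rate. DAT and scb head its lower genes and CG4757 stands among its higher ones. Of the 563 probe sets in the table, 543 passed the filter used here and all 543 of them changed in the limma fit. The other 20 were left out by the filter, and 10 of these, DAT and scb among them, were lower in fmn. All 563 had the same direction here as in the table, and the log2 fold changes differed by at most 0.04. A further 86 probe sets changed here that the table does not hold.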

(XLS)

S2 Table Gene ontology (GO) terms in the biological process category present in differentially expressed genes between control (*w^1118^*) and *fmn* flies (*p* < 0.05). Count represents the number of differentially expressed genes belonging to indicated categories, respectively. *Nmdar1* gene was included in following 10 categories, localization, establishment of localization, transport, response to stimulus, neurological system process, system process, behavior, response to chemical stimulus, cell-cell signaling and transmission of nerve impulse, which were indicated in bold. The list was arranged by Count.

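S2 Table lists gene ontology terms, which group genes by the biological process in which they take part. For each term, DAVID compared how many of the differentially expressed genes carry the term with how many would be found in a background list of genes, and the Count is the number of differentially expressed genes that carry it. A gene such as Nmdar1 carries many terms, some of which contain others, so the Counts of different terms overlap and cannot be added. The annotation of genes with these terms was not analysed here.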

(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

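The study measured RNA from the heads of control (w1118) and fmn flies kept in light and dark cycles, on 7 arrays per genotype, 1 for every 4th hour from ZT 0 to ZT 24. Each of the 14 RNAs came from a pool of male and female heads, and no time point was repeated. The genotype and the time of each array were taken from the sample labels, which give the 7 time points and the 2 genotypes of the paper's methods.

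The authors hybridized biotin-labeled cRNA to Affymetrix Drosophila Genome 2.0 arrays, and the deposited values are the intensity of each probe set as the MAS5 algorithm gives it, on a linear scale. The version of MAS5 and the target of its scaling were not given. The trimmed means of the arrays are nearly equal, and the values were neither log transformed nor centred per gene. The later normalization and filter that the authors applied in the Subio Platform are not part of these values, and the paper's text does not name that normalization. Of the 18769 probe sets that are not controls, 13646 name 1 gene in the platform annotation, 402 name several and 4721 name none, and 55 of these last were named through S1 Table. Genes of 13544 probe sets were found in the reference table of the Release 6 assembly, which was used only for current symbols and for the order of genes along the chromosome arms.

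From the deposited intensities, log2 values were computed, and each array was centred on its own 75th percentile. Probe sets with a signal under 100 in at least 7 of 14 arrays were left out, which is the signal part of the filter the paper states, and 8641 stayed. As written, this filter also leaves out probe sets that are dim on all 7 arrays of 1 genotype and bright on those of the other, DAT and scb among them, and for these the fit over all probe sets is given. With a signal of at least 100 asked of only 7 arrays, 69 more probe sets stayed, 8 of them low on all fmn arrays and 5 on all control arrays. Folds of DAT and scb against a signal of 100 are lower bounds. MAS5 Present calls were not analysed here.

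Genotypes were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, without a block for time, as the paper compared the 7 samples of each genotype as a whole. A probe set counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and at least 1.25-fold. A gene with several probe sets is given by the one with the highest mean signal, except among the largest rises and falls, which were ranked by probe set, so that jim, scaf6, Cry and CG32809 are given by a dimmer one. Other probe sets are given where they disagree or where the paper names the gene. Rhythms were tested with the cosine and sine of a 24 h period within each genotype, and differences in rhythm with the interaction of both terms with genotype, as F tests of limma. The arrays of ZT 0 and ZT 24 were compared without a test. Fisher's exact test compared the share of changed genes among the 250 genes on either side of DAT with that elsewhere. Altogether 46 lists of genes (pathways, gene families and cell type markers) were drawn up, and the 42 with at least 3 tested genes were tested with camera of limma at a preset correlation of 0.01, with an estimated correlation, and with fry. Counts of members past the test are given over all probe sets tested and adjusted over the list alone. As the lists were drawn up after S1 Table had been read, their counts and p values are not independent evidence.

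The genes named in the text were chosen by a rule: each gene the paper names for the microarray or its other assays, the 10 largest rises and the 10 largest falls among probe sets with 1 direction at all 7 time points, up to 4 changed members of each list, up to 6 changed genes around DAT, and the 10 genes with the smallest p for a rhythm in control. A few others are named after their values were seen: DopEcR, Pp2B-14D, the genes of the comparison of ZT 0 with ZT 24, the most abundant transcripts of testis, ovary and gut, and the genes of the dense region on 3R. The lists, the rule, the tests and the main alternatives were fixed before the data were examined, but after S1 Table had been read.

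Whether the time points pair the arrays was checked from the deviations of the arrays from their genotype's mean. The control and fmn arrays of the same time point deviated together at all 7 times, with correlations across probe sets from 0.132 (ZT 0) to 0.503 (ZT 4), though the control arrays of 2 times, ZT 0 and ZT 12, had a higher correlation with the fmn array of another time. The time points were therefore taken to pair the arrays, and the fit with the time point as a block was run as an alternative. Other alternatives changed the scaling (none, median, quantile), the test (the methods' t-test, Welch's test, limma with a trend or array weights), the filter, a pseudocount of 32, the thresholds, and the arrays used, with each time point left out in turn. Settings added after the data were seen left out the fmn array of ZT 12, or the control array of ZT 0 with the fmn arrays of ZT 4 and ZT 8, or asked for a signal of at least 100 in 7 arrays.

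The steps were tested on simulated data built on the 8641 probe sets. Their spread was what remained after the fit of a 24 h harmonic, so the simulated comparison of genotypes held no daily cycle. The real comparison leaves the cycle in the error, and for genes that cycle the simulated shares are too high. For the comparison of genotypes, 47.8% of the changes of 1.25-fold (a share that the threshold of the same size limits, since 49 of 67 reached an adjusted p under 0.05 in limma), 89.6% of those of 1.5-fold and 100% of those of 2-fold were recovered, with 8 calls among 8441 unchanged probe sets. For rhythms with a log2 amplitude of 0.5, 168 of 200 were recovered in control and 77 of 100 in fmn. Of 100 such rhythms present in control and absent in fmn, 64 were recovered as differences. Partial changes in amplitude and shifts of the peak were not simulated. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Gene ontology terms and DopR2 were not analysed here, and the experiments on sleep, RNAi and RT-PCR have no part in the deposited values.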

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

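An array was taken to stand apart when its gap to the nearest of the other 6 arrays of its genotype, divided by the range of the 7 was above Dixon's 95% value for 7 samples. Of 296 groups of 7 values, 29 held such an array, where chance gives 14.8 (1 in 20), and in 17 of the 29 it was the fmn array of ZT 12. The tests of a wrong genotype or mixed RNA, of the state of the flies at lights-off, and of all 3 explanations for the transcripts of testis, ovary and gut were chosen after the results were seen.

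The fmn array of ZT 12 stood apart from the other fmn arrays on the first principal component, which holds 28.6% of the variance (score -0.996, against 9.03 to 15.1 on the other fmn arrays and -14.6 to -6.98 on the control arrays; gap 0.622). Its signal was the lowest of the fmn arrays, with these gaps, for elav (0.966), Pka-C1 (0.935), alphaTub84D (0.708), sima (0.688), a dim probe set of Dop2R (0.679) and Pka-R2 (0.621). It was the highest for Alk (0.730), lark (0.704), ImpL2 (0.640), scaf6 (0.638), Cpr49Ae (0.636), nAChRalpha5 (0.635), CkIIbeta (0.621), Tomosyn (0.608), norpA (0.585) and 2mit (0.570).

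At 188 of the 629 changed probe sets (29.9%) this array lay less than 0.25 of the way from the control mean to the mean of the other fmn arrays (at 114 of them beyond the control mean), against 0.636% to 4.29% for the other fmn arrays. A wrong genotype or a mixture with control RNA is excluded, since DAT (3.93) and scb (38.8) had fmn signals on it and the larger of their shares of the way to control was -0.00987, and scaling is excluded, since the share of probe sets was 30.5% after quantile normalization. The other probe sets of the same genes moved by a median share of only 0.101 of the displaced probe set's movement (quartiles -0.279 to 0.384, 95 pairs in 41 genes). An effect on part of a transcript, such as a shift between isoforms, would give a small share, but this value cannot decide for it. The displaced probe sets were picked for their movement on this array, which alone makes the share of the others small, and the gene lola supplies many of the pairs. The state of fmn flies at lights-off cannot be told apart from a peculiarity of this array, because no other fmn array shares that time. The fmn arrays of ZT 8 and ZT 16 lay less than 0.25 of the way at 3.18% of these probe sets at most (beyond the control mean at 1 and 0 of them). Without this array 751 probe sets changed (609 shared, 20 lost, 142 gained).

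Transcripts of other organs appear on 3 arrays, in genes that the paper does not discuss. Against the other arrays of the genotype, the 27 genes of testis and male accessory gland had median log2 differences of 2.03 on the control array of ZT 0 and 2.204 on the fmn array of ZT 4 (22 of 27 at least 2-fold higher on each), and the 21 genes of ovary and egg shell had 1.42 on the fmn array of ZT 8 (13 of 21). The 28 genes of gut enzymes had 0.788 (12 of 28), 0.442 (9) and 1.22 (17) on these 3 arrays. The 3 arrays also had the highest median signals of all probe sets, 71.5, 74.0 and 73.5 against 56.8 to 62.8 on the others, and that of the control array of ZT 0 stood apart from the other control arrays (gap 0.661). On the other 11 arrays the medians of the lists ran from -0.54 to 0.02 with at most 1 member 2-fold higher.

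Higher background of dim probe sets is excluded for these 3 arrays, since the odorant and taste receptors were at most -0.0356 above the other arrays, and so is time of day, since the arrays of the same times in the other genotype had medians of at most -0.0216. Tissue of the abdomen among the sieved heads would bring the most abundant transcripts of these organs, and a candidate explanation is such tissue, since at least 61.9% of the members of 1 list were 2-fold higher on each of the 3 arrays: Acp98AB, of the accessory gland, had a signal of 1242 on the control array of ZT 0 and 1487 on the fmn array of ZT 4, against 5.67 ± 4.32 on the fmn arrays without such transcripts (n = 5), the egg shell gene Vm34Ca had 3289 on the fmn array of ZT 8, against 16.1 ± 8.54 on the same 5 fmn arrays, and the gut protease Jon65Aiv had 1329, 858 and 3465. Of the testis list, alphaTub84D and f-cup passed the filter for heads, and without the 3 arrays 506 probe sets changed (186 of the 629 no longer did, all of them with the same sign).

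Other arrays stood apart as follows. Among the control arrays, that of ZT 0 was lowest for Sema1a (gap 0.733) and pirk (0.599), that of ZT 8 was highest for Spn31A (0.732) and lowest for a dim probe set of GluRIB (0.702), that of ZT 12 was lowest for Nmdar2 (0.688), Hex-C (0.669) and Paics (0.648), and that of ZT 20 was lowest for hbs (0.605). Among the fmn arrays, that of ZT 24 was lowest for Nmdar2 (gap 0.803), that of ZT 16 was highest for the brighter probe set of GluRIB (0.598), and that of ZT 4 was lowest for CG8314 (0.592).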

How the results depend on the processing

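The count of 629 changed probe sets stayed within 1.5 times under all alternatives but the changes of the fold threshold, which gave 1606 with any fold and 161 at 1.5-fold by their construction. It ran from 555 (without ZT 4) to 700 (without ZT 12) when each time point was left out, and was 638 without further scaling, 617 after quantile normalization, 579 with the methods' t-test, 544 with Welch's test, 568 without a filter and 695 with the time points paired as a block. The median log2 difference of the probe sets was -0.02 in the main scaling and between -0.05 and -0.01 in the others. Of 116 changed probe sets of named genes, 81 passed under every setting that kept both thresholds and in which they were tested. None of the 116 changed sign while past the test. The settings that change the thresholds were not applied to these probe sets. CanB at 1.25-fold and Argk1, shi (its brightest probe set) and Rh2 just above it missed the threshold without further scaling, after quantile normalization and when some time points were left out. The block brought e past the test and took out brp (adjusted p = 0.0520, limma). Among the gene lists the block took out that of acetylcholine and GABA receptors and brought in 3 others.

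Rhythmic probe sets, 444 in control and 370 in fmn, were 73 and 59 without a filter, 710 and 692 at an adjusted p under 0.10, 256 and 219 without the arrays of ZT 24, and 192 and 186 without the 3 arrays with transcripts of testis, ovary or gut, a setting chosen after the data were seen. The last 2 settings have fewer arrays, and the cause of the other changes was not tested. No setting gave a difference in rhythm. The share of probe sets that differed by 1.25-fold between ZT 0 and ZT 24 was 11.3% in control after quantile normalization and 46.8% in control and 44.6% in fmn without a filter, where dim probe sets enter. The odds ratio near DAT lost its p under 0.05 with 100 genes (1.78), 500 genes (1.32) and the 1.5-fold threshold (1.89), and was 1.69 to 1.91 in the other settings. Of the 9 gene lists past camera, 0 stayed with an estimated correlation, where the correlation among members of the 9 came to 0.0404 to 0.808 in place of 0.01, 14 passed without the 3 arrays (8 of them shared), and 8 to 13 in the other settings. The direction of cytosolic ribosomal proteins turned under quantile normalization (adjusted p = 0.705, camera), and the cause was not tested. Signals under 100 lie near the background of these arrays, so folds of DAT and scb rest on it: with 32 added to each signal, DAT was 14.6-fold lower.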

Differences from the paper's values

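No value of the paper differed from the main value here by more than 1.5 times. The paper tested 8740 probe sets and here 8641 were tested. It lists 563 changed genes, 272 higher and 291 lower in fmn, and here 629 probe sets changed, 320 higher and 309 lower, at the same thresholds. The folds of Nmdar1, CanA-14F and CanB match to 2 decimals. The count falls apart from the paper's under 2 settings that leave the paper's fold threshold (1606 with any fold and 161 at 1.5-fold), and DAT is 14.6-fold lower with 32 added to each signal, where the paper's S1 Table gives 81.1-fold.

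Welch's test with a signal of at least 100 in at least 7 arrays, a setting chosen after seeing the values of S1 Table, called all 563 probe sets of the table and 2 more, dropped 0 of the paper's, and gave Q-values with a median ratio to the paper's of 0.997. Limma with that filter also called all 563, among 650. Both thus called the 20 probe sets of the table, DAT and scb among them, that the filter as written leaves out. Of the planned settings, a mean signal of at least 100 called 557 of the 563, and the fit without a filter, which called 477, also called DAT and scb. For Fig 1, the paper's values at ZT 16, about 3.4 and 2.8 for per and about 2.3 and 2.2 for tim in control and fmn (Fig 1, read by eye), match the signals divided by the geometric mean of the 14 arrays (3.37, 2.87, 2.31 and 2.24), whereas signals over the arithmetic mean of the same 14 arrays are 2.42, 2.05, 1.83 and 1.77.

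The paper states that ebony showed no difference. Without a block for time its change of -0.42 did not pass the test here either (adjusted p = 0.195, limma), and it passed with the time points paired as a block (adjusted p = 0.000177, limma) and with a 24 h harmonic as covariates, both planned at the start. For ple, speck and Ddc no setting brought a change past the test. The paper states that calcineurin genes were lower in fmn, and of the 2 probe sets of CanA-14F the brighter one, at -0.24, did not reach 1.25-fold.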

Other observations

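Single genes of secreted fat body proteins, stress peptides and enzymes of detoxification passed the test in fmn heads, while none of these lists passed camera of limma in the main setting. Under quantile normalization those of fat body and Turandot genes did (adjusted p = 0.00866 and 0.0168). Without the 3 arrays with transcripts of testis, ovary or gut, those of cytochrome P450, UDP-glycosyltransferase and Turandot genes did (adjusted p = 0.00688, 0.0375 and 0.0394, camera), and with fry that of Turandot genes did (adjusted p = 0.00964). With an estimated correlation the adjusted p from camera was 0.797 for fat body, 0.548 for Turandot, 0.668 for cytochrome P450 and 0.663 for UDP-glycosyltransferase genes. Of 16 genes of fat body and hemolymph proteins 2 were higher and 0 lower, Lsp2 at 1.71 on the log2 scale and Lsp1beta at 1.10, the latter from 1170 ± 280 to 2530 ± 604 (n = 7 arrays each), also when adjusted over the list alone, and the list did not pass camera of limma (adjusted p = 0.211). Of 7 Turandot and JAK-STAT genes 2 were higher and 1 lower, also when adjusted over the list alone (adjusted p = 0.0763, camera), with the stress peptide genes TotB at 1.07 and TotM at 0.41. Of 49 cytochrome P450 genes 4 were higher and 2 lower (5 and 2 when adjusted over the list alone; adjusted p = 0.0515, camera), with Cyp309a1 at 0.73 and Cyp4p3 at -0.82. Of 14 UDP-glycosyltransferase genes 1 was higher and 1 lower (2 and 1 when adjusted over the list alone; adjusted p = 0.0763, camera, and 0.0156 with the time points paired as a block). Of 13 esterase genes 3 were higher and 1 lower, also when adjusted over the list alone (adjusted p = 0.220, camera), with alpha-Est5 at 0.75 and Est-Q at 0.67, and of 26 glutathione S-transferase genes 1 was higher, GstS1 at 0.36 (adjusted p = 0.386, camera), also when adjusted over the list alone.

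Single genes of odorant-binding, cuticle and immune proteins also changed, and none of their lists passed camera of limma in the main setting. Under quantile normalization those of immune genes and of serpins did (adjusted p = 0.0172 and 0.0385), without those 3 arrays that of serpins (adjusted p = 0.0394), and with fry that of the yellow family (adjusted p = 0.0114). With an estimated correlation the adjusted p from camera was 0.668 for immune genes, 0.668 for serpins, 0.548 for the yellow family and 0.548 for hemocyte markers. Of 23 odorant-binding protein genes 3 were higher and 2 lower, also when adjusted over the list alone (adjusted p = 0.913, camera of limma), with Obp83cd at 1.24 (258 ± 32.8 to 616 ± 89.6, n = 7 arrays each), Obp83ef at 0.56 and Obp19b at -0.49. Of 15 cuticle protein genes 1 was higher and 2 lower, also when adjusted over the list alone (adjusted p = 0.931, camera), with Cpr11B at -1.02 and Cpr47Ee at 0.46. Of 6 genes of the yellow family 2 were higher and 1 lower, also when adjusted over the list alone (adjusted p = 0.209, camera), with yellow-b at 0.39 and yellow-h at -0.37. Of 20 genes of serpins and clip-domain proteases 1 was higher and 2 lower, also when adjusted over the list alone (adjusted p = 0.0515, camera), with Spn88Eb at 0.55 and Sp7 at -0.54. Of 25 immune genes 2 were higher, also when adjusted over the list alone (adjusted p = 0.0515, camera, and 0.0487 with the block), Vago at 0.35 and pirk at 0.34, and of 11 hemocyte markers 1 was higher, also when adjusted over the list alone (adjusted p = 0.0515, camera, and 0.0487 with the block), srp at 0.37. The change of pirk missed 1.25-fold without ZT 0 (0.30) or ZT 24 (0.31), without those 3 arrays (0.27) and with 32 added to each signal (0.31). With median scaling and without a filter pirk did not pass (adjusted p = 0.164 and 0.0678, limma). Without those 3 arrays srp did not pass either (adjusted p = 0.0621, limma). Of 22 genes of cyclic nucleotide signaling 3 were higher and 2 lower, also when adjusted over the list alone (adjusted p = 0.910, camera), with Pde11 at 0.52 and Gycbeta100B at -0.41. Of 11 genes induced by neuronal activity 1 was higher, also when adjusted over the list alone, CG13868 at 0.36 (adjusted p = 0.910, camera), and of 6 genes that differ between the sexes 1 was higher, also when adjusted over the list alone, Obp99b at 0.78 (adjusted p = 0.937, camera). The lists of gut enzymes, testis, ovary, and odorant and taste receptors had 2, 2, 1 and 1 tested genes and were not tested as groups.

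Changed genes were densest on 3R. Between Nepl19 and CG2003, 39 of 196 tested genes in a row changed (19 probe sets higher and 20 lower), and in 0 of 10000 random placements of the changed genes did any such window hold as many (p = 1e-04, the smallest that these permutations can give; the median of the largest count at random was 26). This window was chosen after the data were seen. It holds Acf (1.86), sima (1.15), Obp99b, Npc2g, Diedel (0.92), heph (0.97), Capa, CanA1, CG15553 (-1.37), CG9733 (-0.81) and VhaAC45RP (-0.66). Other changed members of the gene lists in it are Npc2h, CDase, Cad99C, Gycbeta100B and aralar1, among others. The densest window of X, between CG3078 and CG3168, held 29 changed genes, with 4 probe sets higher and 26 lower (permutation p = 0.152). No explanation was tested for these windows.

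The changed genes near DAT on 2R were weighed against 3 explanations. A chromosome segment kept from the fmn strain through the backcross is consistent with the odds ratio of 1.74 among the 250 genes on either side of DAT (95% confidence interval 1.08 to 2.68, p = 0.0151, two-sided Fisher's exact test). Dense placement by chance stays open too, but the windows elsewhere cannot settle it. Of the 5726 windows of as many tested genes elsewhere, 8.10% held as many, 264 of them on 3R and 200 on X and 0 on 2L, 3L and the rest of 2R. These windows overlap, and the density on 3R was itself beyond random placement (permutation p = 1e-04), so their share does not measure chance. Base differences under the probes would lower the signal of the genotype that carries them, be it fmn or control. The odds ratio of lower against higher calls was 1.33 (95% confidence interval 0.552 to 3.30, with 14 lower and 11 higher in the window). Besides its wide interval, this ratio cannot decide the question, since differences carried by control would show as genes higher in fmn. No biological explanation was tested.

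Exchanging the genotypes within time points gives 64 splits that keep the pairs. For the 629 changed probe sets, 1 of the 64, the real one, gave as many, so chance is unlikely as far as 64 splits can show. Differences between the genotypes enter the error of the other splits, so few of these could give many. The highest other, 293, came from exchanging the arrays of ZT 12 alone, which goes with the place of the fmn array of that time. The splits cannot tell the fmn mutation from other differences between the 2 genotypes. For the 25 changed genes near DAT, 1 of the 64 gave as many and the highest other was 7, but this decides nothing about their place, since only 1 of the 63 other splits, that of ZT 12, changed more than 2 probe sets in all. For the 9 gene lists past camera, 9 of the 64 gave as many and the highest other was 13, so chance cannot be excluded. For the 0 differences in rhythm, 64 of the 64 gave as many, which decides nothing, since no split can give fewer than 0. The highest other was 964, when the arrays of ZT 4, 8 and 12 were exchanged. An exchange at neighbouring times makes a constant difference between the genotypes vary with the time of day.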
